# Imbalanced Regulation of Fungal Nutrient Transports According to Phosphate Availability in a Symbiocosm Formed by Poplar, Sorghum, and *Rhizophagus irregularis*

**DOI:** 10.3389/fpls.2019.01617

**Published:** 2019-12-12

**Authors:** Silvia Calabrese, Loic Cusant, Alexis Sarazin, Annette Niehl, Alexander Erban, Daphnée Brulé, Ghislaine Recorbet, Daniel Wipf, Christophe Roux, Joachim Kopka, Thomas Boller, Pierre-Emmanuel Courty

**Keywords:** arbuscular mycorrhizal fungi, symbiocosm, extraradical mycelium, intraradical mycelium, phosphorus, ammonium, carbohydrates transporters, lipid metabolism

## Abstract

In arbuscular mycorrhizal (AM) symbiosis, key components of nutrient uptake and exchange are specialized transporters that facilitate nutrient transport across membranes. As phosphate is a nutrient and a regulator of nutrient exchanges, we investigated the effect of P availability to extraradical mycelium (ERM) on both plant and fungus transcriptomes and metabolomes in a symbiocosm system. By perturbing nutrient exchanges under the control of P, our objectives were to identify new fungal genes involved in nutrient transports, and to characterize in which extent the fungus differentially modulates its metabolism when interacting with two different plant species. We performed transportome analysis on the ERM and intraradical mycelium of the AM fungus *Rhizophagus irregularis* associated to *Populus trichocarpa* and *Sorghum bicolor* under high and low P availability in ERM, using quantitative RT-PCR and Illumina mRNA-sequencing. We observed that mycorrhizal symbiosis induces expression of specific phosphate and ammonium transporters in both plants. Furthermore, we identified new AM-inducible transporters and showed that a subset of phosphate transporters is regulated independently of symbiotic nutrient exchange. mRNA-Sequencing revealed that the fungal transportome was not similarly regulated in the two host plant species according to P availability. Mirroring this effect, many plant carbohydrate transporters were down-regulated in *P. trichocarpa* mycorrhizal root tissue. Metabolome analysis revealed further that AM root colonization led to a modification of root primary metabolism under low and high P availability and to a decrease of primary metabolite pools in general. Moreover, the down regulation of the sucrose transporters suggests that the plant limits carbohydrate long distance transport (i.e. from shoot to the mycorrhizal roots). By simultaneous uptake/reuptake of nutrients from the apoplast at the biotrophic interface, plant and fungus are both able to control reciprocal nutrient fluxes.

## Highlight

Gene expression analysis in arbuscular mycorrhizal symbiosis upon phosphate variations reveals imbalanced fungal gene regulation between perennial/C3 and annual/C4 host, highlights new mycorrhiza-inducible transporters and suggests active fungal carbohydrate uptake.

## Introduction

Phosphorus (P), and nitrogen (N), are among the most essential nutrients for plants. As P is present in many biological compounds and is involved in many key metabolic processes, it can make up to 0.2% of the dry weight of a plant (Schachtman et al., 1998). In living plants, the cellular inorganic phosphate (Pi) concentration ranges between 1 and 10 mM whereas the soil water Pi concentration, is about 10,000-times less (Rausch and Bucher, 2002; Ai et al., 2009; Branscheid et al., 2010): Due to its negative charge and its low mobility, Pi is rapidly sequestered by cations and organic substances in the soil (e.g. clay) and therefore only barely accessible to plants (Poirier and Bucher, 2002; Aung et al., 2006; Chiou et al., 2006; Javot et al., 2007a; Tatry et al., 2009). To prevent mineral nutrient deficiency, and P deficiency in particular, a majority of land plants form symbioses with the so called arbuscular mycorrhizal (AM) fungi. In the AM symbiosis the AM fungus provides macro and micro nutrients to the plants and in return receives carbohydrates from the host plant (Smith and Read, 2008). AM fungi have a broad host range: each fungal species, each genet can colonize several plant individuals, also from different species, connected each other and forming a so called common mycorrhizal network (Walder et al., 2012; Fellbaum et al., 2014). The extraradical mycelium (ERM) of the AM fungi engaged in such a network is able to acquire nutrients that are out of reach or not accessible to the plant partners. For a given plant, this makes the mycorrhizal uptake pathway often more effective than the direct uptake pathway (Wipf et al., 2019). The nutrients taken up by the ERM are transported to the hyphal network inside the host root *via* the intraradical mycelium (IRM), which forms highly branched tree-like structures (arbuscules) inside the root cortical cells. The arbuscules are still surrounded by the plant cell-derived periarbuscular membrane and the inter-membrane interstice, the periarbuscular space. Within this structure, the mineral nutrients acquired by the AM fungus are exported to the periarbuscular space, and taken up by plant nutrient transporters of the periarbuscular membrane (Smith and Smith, 2011).

With respect to Pi, the extent to which plants cover their Pi-demand through the AM fungus ranges from only a small percentage to 100% (Paszkowski, 2006; Javot et al., 2007a). The Pi taken up by the ERM is incorporated into poly-P, transported to the arbuscules, hydrolyzed and translocated to the periarbuscular space (Ezawa et al., 2002; Javot et al., 2007a; Kikuchi et al., 2016). Essential key players in this process are transporters and permeases that facilitate uptake and transport of nutrients across membranes. The expression of transporters is regulated by nutrient availability. In this way, a steady and efficient translocation of nutrients adapted to given environmental conditions can be guaranteed (Smith and Smith, 2011; Courty et al., 2015; Garcia et al., 2016; Wipf et al., 2019).

In AM fungi, only few phosphate transporters (PT) were characterized so far: one in *Funneliformis mosseae* (GmosPT, Benedetto et al., 2005) and *Glomus versiforme* (GvPT, Harrison and Buuren 1995), and seven in *Rhizophagus irregularis* (formerly *Glomus intraradices*, RiPT1-RiPT7; Maldonado-Mendoza et al., 2001; Walder et al., 2016). Expression of the three high affinity transporters, *RiPT1*, *GvPT*, and *GmosPT*, is dependent on external Pi concentrations in the ERM (Harrison and Buuren, 1995; Maldonado-Mendoza et al., 2001; Benedetto et al., 2005). Reduced expression of *GmosPT* in the IRM compared to the ERM suggested a concentration-dependent regulation of PTs in the symbiotic root tissue.

In plants, the family of PTs can be divided into three subfamilies. Subfamily I transporters (Pht1) are membrane bound H^+^/P symporters driven by an H^+^ gradient. They are a subgroup of the major facilitator superfamily to which most of the PTs known to date belong (Pao et al., 1998). Subfamily II members are located in the plastids and function as antiporters (Poirier and Bucher, 2002; Rausch and Bucher, 2002; Javot et al., 2007b); members of the subfamily III are located in the mitochondrial inner membrane and are predicted to function as H^+^/P symporters or as P/OH^-^ antiporters (Takabatake et al., 1999; Javot et al., 2007b). In mycorrhizal plants, some Pht1 PT are specifically induced during symbiotic interaction. The first mycorrhiza-inducible PT was identified in *Solanum tuberosum* (StPT3) and was localized in arbusculated root sections (Rausch et al., 2001). Then, more mycorrhiza-inducible transporters were identified in several other plants (Harrison et al., 2002; Glassop et al., 2005; Nagy et al., 2005; Loth-Pereda et al., 2011). StPT3 and MtPT4 from *Medicago truncatula* were present in the periarbuscular membrane only. Furthermore, it was demonstrated that MtPT4-deficient plants accumulated Pi as poly-P in the arbuscules, which resulted in a premature collapse of the arbuscules and in inefficient symbiosis (Javot et al., 2007a; Breuillin-Sessoms et al., 2015).

For N, it was long assumed that AM symbiosis plays only a minor role in plant nutrition. In the soil, inorganic N is mostly present as nitrate or ammonium, both of which are readily mobile in the soil. Therefore, it was assumed that AM fungi take up N with the same efficiency as plants (Marschner and Dell, 1994; Hodge et al., 2010; Smith and Smith, 2011). But, it was shown that AM fungi can contribute up to 42% of the plant N demand (Frey and Schüepp, 1993; Mäder et al., 2000; Govindarajulu et al., 2005). In addition to the uptake of ammonium and nitrate, it was shown that AM fungi can take up N in the form of organic molecules (*i.e.* small peptides and amino acids) (Bago et al., 1996; Hawkins et al., 2000; Govindarajulu et al., 2005; Jin et al., 2005) and possibly also in the form of more complex organic compounds (Leigh et al., 2009; Hodge et al., 2010). However, in plants as well as in AM fungi, it was shown that ammonium is the preferred N source, as it can be directly incorporated into glutamine by the glutamine synthetase/glutamine oxoglutarate aminotransferase (GS/GOGAT) pathway whereas nitrate needs to be reduced to ammonium before N assimilation in the GS/GOGAT pathway (Villegas et al., 1996; Hawkins et al., 2000; Toussaint et al., 2004). In the ERM of AM fungi, the glutamine is further metabolized into amino acids such as arginine, alanine and asparagine for transport. Studies using ^15^N showed that arginine was the most common labelled amino acid in the ERM of AM fungi (Govindarajulu et al., 2005). Arginine is then transported from the ERM to the IRM where it is cleaved by arginases in the arbuscules. The released ammonium is transported to the periarbuscular space where it can be taken up by the plant ammonium transporters (AMT). So far, only six transporters have been identified and functionally characterized in Glomeromycotina, three in *R. irregularis* GintAMT1, GintAMT2 and GintAMT3 (López-Pedrosa et al., 2006; Pérez-Tienda et al., 2011; Calabrese et al., 2016), and three in *Geosiphon pyriformis* (GpAmt1, GpAmt2, GpAmt3; Ellerbeck et al., 2013).

In plants, the family of AMT can be divided into two subfamilies: subfamily I and subfamily II (reviewed in Courty et al., 2015). While members of the subfamily I were found to be mostly expressed in roots, members of the subfamily II were preferentially expressed in shoots (Couturier et al., 2007). Several mycorrhiza-inducible AMTs have been identified through gene expression analysis in several plant species (Gomez et al., 2009; Guether et al., 2009), including *PtAMT1.2* in poplar (Selle et al., 2005; Couturier et al., 2007) and *SbAMT3.1* and *SbAMT4* in sorghum (Koegel et al., 2013).

In return for the mineral nutrient, the AM fungi receives photosynthetates from the plants. In absence of gene encoding fatty acid synthase in their genome (Wewer et al., 2014; Tang et al., 2016), AM fungi are dependent to host fatty acids. Although the mechanism of transfer remains unknown, it was demonstrated that palmitic acid is transferred from plant roots to symbiotic mycelium, putatively esterified as mono-acyl-glycerol (Bravo et al., 2017; Jiang et al., 2017; Luginbuehl et al., 2017). Research on sugar transporter (SUT) expression in plants is not as consistent. Mycorrhization caused either increased or decreased expression of SUTs in root and shoots of the host plants (Ge et al., 2008; Boldt et al., 2011; Doidy et al., 2012a). A new class of SUT, the SWEETs, was identified. These transporters are located in the plasma membrane and have been shown to function as bidirectional sugar uniporters (Chen et al., 2010). Due to their involvement in rhizobial symbiosis it is assumed that they may also play a role in other biotrophic plant symbioses such as the AM symbiosis (Gamas et al., 1996; Doidy et al., 2012b).

In the AM fungus *R. irregularis*, four carbohydrate transporters have been identified (Helber et al., 2011). The gene encoding the monosaccharide transporter (MST) *RiMST2* was the most highly expressed transporter in symbiotic tissue, and it could be localized in the arbuscules and in the IRM. Within this line, An et al. (2019) recently showed that the expression of the gene encoding *M. truncatula SWEET1b* transporter is strongly enhanced in arbuscule-containing cells compared to roots and localizes to the peri-arbuscule membrane.

A comprehensive view of symbiosis under environmental and nutritional stress is important in times of climate change and resource shortening, as AM symbiosis is a key component of nutrient uptake and exchange through their transport systems. However, despite accumulating knowledge about transporter expression and metabolic activity in AM symbiosis, we still lack a precise understanding about their regulation and their importance for metabolism. Here, our objectives were to define the effects of P availability on two plants connected through a mycorrhizal network. Therefore, we analyzed the effects of mycorrhization and contrasting P nutrition on the transporter expression and metabolite accumulation in *Populus trichocarpa* (poplar) *and Sorghum bicolor* (sorghum) when colonized by the AM fungus *R. irregularis*. Our main focus was on the regulatory role of the mycorrhization and P nutrition on the expression of the Pht1 PTs in the plants and in the AM fungus. Further we assessed the effect of the applied conditions on AMTs and carbohydrate transporters. In the AM fungus *R. irregularis*, we determined expression of PTs, AMTs, MST, and fatty acid metabolism in the ERM and in the IRM of colonized poplar and sorghum roots. We identified new specific mycorrhiza-inducible PTs and AMTs in poplar and sorghum. Moreover, our data allowed us to gain further insight into symbiotic carbon exchange.

## Material and Methods

### Experimental Set-Up

Experiments were performed with *P. trichocarpa* cuttings (clone 10174, Orléans, France) and *S. bicolor* (L.) Moench, cv Pant-5. Sorghum seeds were kindly provided by Indian Grassland and Fodder Research Institute (Chaudhary Charan Singh Agriculture University of Hissar, Haryana, India) and Govind Ballabh Pant University of Agriculture and Technology (Pantanagar, Uttaranchal, India). Seeds were surface-sterilized in 2.5% KClO for 10 min, rinsed several times with sterile deionized water and soaked overnight in sterile deionized water. Seeds were germinated in the dark at 25°C for 3 days. Plants were inoculated with 1 ml liquid inoculum of *R. irregularis*, isolate BEG75 (Inoculum Plus, Dijon, France), in 0.01 M citrate buffer (pH 6) with about 110 spores/ml. The microcosms were set up in tripartite compartments (mycorrhizal treatment) or single compartments (non-mycorrhizal treatments). Compartments were filled with an autoclaved (120°C, 20 min) quartz sand (Alsace, Kaltenhouse, Trafor AG, Basel): zeolite (Symbion, Czech Republic) substrate (1:1, w:w). In the tripartite compartment system poplar cuttings were planted in the left compartment and sorghum seedlings in the right compartment. Both plants were inoculated with *R. irregularis* to create a common mycorrhizal network and to increase poplar root colonization (**Figure S1**). Compartments were separated by two 21 µm meshes and one 3 mm mesh, to allow the AM fungus to grow from one compartment to the other but to avoid plant roots protruding the neighboring compartment. As control, non-inoculated poplar and sorghum plantlets grew in single compartments receiving the Pi containing fertilizer treatments directly to their roots. Plants were fertilized once a week with 10 ml Hoagland solution without P, until all plants showed signs of P depletion, indicated by anthocyan accumulation. From the 22^nd^ week high-P (560 µM) or low-P (28 µM) containing Hoagland solution was applied to the first compartment for 9 weeks, to obtain ERM and to ensure that P was delivered *via* the mycorrhizal uptake pathway. Control plants received fertilizer treatment directly to their root systems.

### Harvest

The ERM was harvested by dispersing the substrate with tap water and fishing it from the surface using a 32 µM mesh. These steps were repeated several times. Afterwards the cleaned ERM samples were snap frozen in liquid N and stored at -80°C.

For RNA extractions, two leaves from the top of Poplar plants and two young leaves of Sorghum plants were snap frozen in liquid N and stored at -80°C. The rest of the shoots was harvested and dried in an oven at 55°C for 4 days for total P measurement.

Roots were removed from substrate under tap water and cut into ∼1 cm small pieces. Two subsamples of about 100 mg were immediately frozen in liquid N and stored at -80°C. One subsample of about 100 mg was taken for root colonization measurements. The remaining roots were placed in a paper bag and dried at 55°C for 3.5 days for determination of total P and N content.

### Colonization Measurements and P Extraction

Roots were immersed in 10% KOH and stored at 4°C overnight. The next day, the roots were rinsed with tap water and immersed in 2% HCl for 1 h at room temperature. Then, the roots were rinsed with tap water, immersed in 0.005% trypan blue (w:v in lactic-acid: glycerol: water, 1:1:1, v:v:v) and stored at 4°C o/n. The next day, the roots were rinsed and immersed in lactic-acid glycerol water (1:1:1, v:v:v) for destaining (Brundrett et al., 1984). Total colonization count was performed using the magnified intersection method (McGonigle et al., 1990). Differences between means of variables were assessed by t-test (p < 0.05), using Microsoft Excel 2010.

For determination of P concentration in the plants, dried root and shoot samples of six biological replicates were ground using a ball mill. Up to 500 mg were used for the modified P extraction method by Murphy and Riley (1962).

### RNA Extraction

Total RNA was extracted from six biological replicates per plant species and mycelium, respectively. Total RNA was extracted from lyophilized extraradical mycelia, root and leaf samples using the RNeasy Plant Mini Kit (Qiagen, Courtaboeuf, France). RNA extracts were DNase treated with the DNA-free™ Kit, DNase Treatment and Removal Reagents (AMBION^®^ by life technologies). Total RNA was quantified with the Qbit RNA BR Assay kit and purity was estimated using the Nanodrop (ND-1000, Witec, Switzerland).

### Reverse Transcription and qRT-PCR

cDNAs from three biological replicates were obtained using the iScript™ cDNA Synthesis Kit (BIO RAD Laboratories, Paolo Alto, CA, United States), using 200 ng of total RNA per reaction, using same RNA extracts as for mRNA sequencing. For quantification a two-step quantitative RT-PCR approach was used. Gene specific primers were designed in Primer 3 (http://frodo.wi.mit.edu/cgi-bin/primer3/primer3_www.cgi) and tested as well in amplify 3.1 (http://engels.genetics.wisc.edu/amplify). Target gene expressions were normalized to the expression of the reference gene ubiquitin in Poplar (Potri.015G013600) and Sorghum (Sb10g026870) and translation elongation factor in *R. irregularis*, respectively. All primers used are listed in **Table S1**. qRT-PCRs were run in a 7500 real-time PCR system (Roche) using the following settings: 95°C for 3 min and then 40 cycles of 95°C for 30 s, 60°C for 1 min and 72°C for 30 s. There were three biological and three technical replicates per treatment. Differences in gene expression between applied conditions were tested by a one-way ANOVA using SPSS Statistics, version 22 (IBM, Chicago, USA).

### RNA Sequencing and Data Analysis

Total RNA sequencing was done for three biological replicates per condition. Eighteen libraries were prepared and paired-end Illumina HiSeq mRNA sequencing (2x100bp RNA-Seq) was performed by Beckman Coulter Genomics France (Grenoble, France), which produced around 2 × 80 million reads per library in average. After quality check using FastQC, adaptor sequences were removed using FASTX-Toolkit. Only inserts of at least 30-nt were conserved for further analysis. Reads were mapped with CLC Genomics Workbench 11 (CLC Bio workbench, Qiagen, Aarhus, Denmark) using manufacturer’s recommendations on Poplar genome and gene annotation Ptrichocarpa_210_v3.0 (Tuskan et al., 2006), on Sorghum genome and gene annotation Sbicolor_313_v3.1 (McCormick et al., 2018), and on *R. irregularis* gene annotation Rhiir2-1 (Morin et al., 2019). The mapped reads for each transcript were calculated and normalized as RPKM for calculating gene expression (reads per kilobase of transcripts per million reads mapped—Mortazavi et al., 2008). Intact and broken pairs were both counted as one. The RPKMs of each transcript in different conditions were compared using proportion-based test statistics (Baggerly et al., 2003) implemented in CLC genomic Workbench suite. This beta-binomial test compares the proportions of counts in a group of samples against those of another group of samples. Different weights are given to the samples, depending on their sizes (total counts). The weights are obtained by assuming a Beta distribution on the proportions in a group, and estimating these, along with the proportion of a binomial distribution, by the method of moments. The result is a weighted *t*-type test statistic. We then calculated false discovery rate correction for multiple-hypothesis test (Benjamini and Hochberg, 1995). Only genes showing a difference of 10 reads between compared conditions were considered as significantly expressed. Genes were considered as differentially expressed when meeting the requirements of fold change ≥|2| and false discovery rate ≤ 0.05.The expression was then normalized using RPKM. Raw RNAseq data and global mapping data analyses were deposited at GEO (GSE138316).

### Metabolite Profiling and Data Analysis

For extraction of soluble metabolites about 90 mg of deep frozen poplar root and ERM samples (three biological replicates per condition) were pulverized in liquid N. Metabolite profiling was performed as described in (Dethloff et al., 2014) by gas chromatography coupled to electron impact ionization/time-of-flight mass spectrometry (GC-EI/TOF-MS) using an Agilent 6890N24 gas chromatograph (Agilent Technologies, Böblingen, Germany; http://www.agilent.com). Guidelines for manually supervised metabolite identification were the presence of at least 3 specific mass fragments per compound and a retention index deviation < 1.0% (Strehmel et al., 2008). For quantification purposes all mass features were evaluated for best specific, selective and quantitative representation of observed analytes. Laboratory and reagent contaminations were evaluated and removed according to non-sample control experiments. Metabolites were routinely assessed by log2-transformed relative changes expressed as response ratios. Statistical testing, namely two-way analysis of variance (ANOVA) and Wilcoxon–Mann–Whitney testing of significance were performed using relative abundances or log2-transformed ratios. Statistical assessments and data visualizations were performed using the multi-experiment viewer software, MeV (Version 4.9; http://www.tm4.org/mev.html; Saeed et al., 2006) and the Microsoft-Excel 2010 program.

## Results

### Colonization, and N and P Measurements

AM colonization of roots was between 79 and 87% (poplar) and about 93% (sorghum) (**Table S2**). Non-AM plants were not colonized. The hyphal colonization and the percentage of vesicles were not significantly different between low-P and high-P treatments in sorghum and poplar plants. However, significantly, sorghum roots contained three times more arbuscules in the low-P treatment, indicating that P starvation supported mycorrhization.

P treatment had significant effects on P content in the shoots and roots of poplar and sorghum (**Figure S2**). High-P treatment on ERM increased P content in roots and shoots, except for the roots from non-AM sorghum plants. Under the same P supply conditions, non-AM poplar accumulated more P than AM poplar whereas in AM sorghum, P accumulation was comparable to non-AM plants.

P treatment had significant effects on N content in the shoots of poplar, but marginally on sorghum (**Figure S2**). High-P treatment increased N content in poplar shoots. Under the same P supply conditions, AM poplar accumulated more P than non-AM poplar whereas in AM sorghum, N accumulation was comparable to non-AM plants.

### Patterns of Extraradical Mycelium and Intraradical Mycelium Expressomes in the Symbiocosm

#### Incidence of Phosphate Availability

The symbiotic part of the mycelium in roots (IRM) showed different gene expression patterns according to phosphate concentration and plant host. 

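Messenger RNA was sequenced from roots of poplar and sorghum joined by a common mycorrhizal network of *R. irregularis*, and from the extraradical mycelium (ERM) of that network. The network compartment received a solution with 560 µM (high-P) or 28 µM (low-P) phosphate. The fungal reads in the library of a mycorrhizal (AM) root were taken as the IRM of that host. Poplar IRM, sorghum IRM and ERM had 3 libraries each at each P level, 18 in all. After mapping with CLC Genomics Workbench, the authors counted the reads on each gene, and the deposited tables give total gene reads, unique gene reads and RPKM for each library. The paper states an average of 80 M read pairs sequenced per library, whereas the values here use the reads counted on genes. Total gene reads were analysed for 26183 fungal genes, of which 7059 had no read in any library. ERM libraries held 1686781 to 15784270 fungal reads in high-P (median 14135263) and 8841165 to 13513054 in low-P (median 12323373). Sorghum IRM libraries held 1101179 to 3003784 fungal reads in high-P (median 1952538) and 585349 to 1851307 in low-P (median 1718589). Poplar IRM libraries held 650978 to 1933114 fungal reads in high-P (median 961463) and 267586 to 628994 in low-P (median 288825). Between 94.3% and 98.9% of the fungal reads of a library were unique to 1 gene. Counts were normalized by edgeR's TMM method within the libraries compared, and genes with too few reads there were removed with its filterByExpr function. The remaining genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors given with edgeR's values are the absolute log2 fold change divided by the square root of the F statistic. They were not estimated directly and are approximate. A gene was called at a false discovery rate (FDR) of at most 0.05, a fold change of at least 2 and a difference of at least 10 normalized reads. These are the limits that the paper states for its calls by Baggerly's test. That test was rewritten here as an alternative, and the CLC implementation was not run. On simulated counts with the depth and spread of sorghum IRM, it recovered 0 of 67 genes changed 4-fold and 0 of 66 changed 8-fold. A lack of calls by it therefore says little on whether genes changed. The tables give fungal gene identifiers without functions, and the transportome genes among the calls were not analysed here.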

The total number of differentially expressed genes (DEG) differs around 10 fold between the two plants with 298 genes differentially regulated in *S. bicolor* plants against 3,162 in *P. trichocarpa* in response to phosphate treatment (**Figure 1A**). 

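In sorghum IRM, 8726 fungal genes were tested between high-P and low-P, and edgeR called 0 (lowest FDR 0.359). At an unadjusted p under 0.05, 594 genes were higher and 422 lower in high-P, where chance gives 436 in all. DESeq2 called 19 higher and 19 lower, edgeR without a filter on low counts 37 and 25, and Baggerly's test called 0. The 3 libraries of one P level did not overlap with the 3 of the other for 18.03% of the genes on the TMM scale, and chance gives 10%. In poplar IRM, 5841 genes were tested and 1276 called. The P levels did not overlap there for 47.0% of the genes. Genes called higher in high-P had a median length of 1254 bases and those called lower 705. Spearman's rho between length and the change to high-P was 0.203 for these fungal genes and 0.281 for poplar genes of the same libraries. Loss of long transcripts in the low-P AM poplar libraries is therefore not excluded as a part of this response. The same libraries enter the interaction of host and P and the comparison of hosts in low-P. On simulated counts with the depth and spread of these libraries, 51 of 67 genes changed 4-fold were recovered in sorghum IRM and 44 of 67 in poplar IRM. Of 67 genes changed 2-fold, 1 was recovered in sorghum IRM and 6 in poplar IRM. The poplar count moved when 1 library was left out. Without poplar AM high-P replicate 4, 51 genes were called higher and 184 lower, and without high-P replicate 3, 138 and 231. Without low-P replicate 4 the counts were 113 and 321, without low-P replicate 1 235 and 518, and without low-P replicate 3 369 and 689. In sorghum IRM, no single library left out brought a call.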

High phosphate concentration has a fewer incidence on the IRM transcriptome in *S. bicolor* than in *P. trichocarpa* whereas the fungus is connected to both plants, indicating that the allocation of mineral nutrients is more tightly regulated in *P. trichocarpa* than in *S. bicolor*. 

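The difference between the hosts was itself tested, as the interaction of host and P over the 12 IRM libraries. EdgeR called 942 of 8380 fungal genes. The log2 change from low-P to high-P was more positive in sorghum IRM for 380 of them and more positive in poplar IRM for 562. DESeq2 called 736 and 552 genes in these directions, and edgeR with libraries scaled by total counts alone called 211 and 1624. With all 12 libraries thinned to one depth, 246 and 232 genes were called. With replicate number as a block in the fit, 208 and 180 were called. Baggerly's test compares 2 groups and was not run on the interaction. The total fell to 316 genes without sorghum AM high-P replicate 3 and to 368 without sorghum AM low-P replicate 4. It was 527 without poplar AM high-P replicate 4 and 531 without poplar AM low-P replicate 4 or sorghum AM low-P replicate 5. It was 550 without sorghum AM low-P replicate 3, 568 without sorghum AM high-P replicate 6 and 569 without poplar AM low-P replicate 1. Without poplar AM high-P replicate 3, 639 genes were called, 234 of them more positive in sorghum IRM. On simulated counts, 18 of 67 genes with a 4-fold and 45 of 66 with an 8-fold difference between hosts were recovered. Loss of long transcripts in the low-P AM poplar libraries was not tested as a cause of the interaction. The paper takes the smaller response in sorghum, with the fungus connected to both plants, to indicate tighter control of mineral nutrient allocation in *P. trichocarpa*.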

In both plants, the number of up regulated fungal genes is 10 times the number of down regulated fungal genes in high-P condition compared to low-P. This indicates that the fungus is metabolically more active in high-P condition, consistent with the fact that adding a high-P solution in the common mycorrhizal network compartment enhances the fungal-dependent Pi acquisition pathway. 

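In poplar IRM, 557 fungal genes were called higher and 719 lower in high-P. This split depended on how the libraries were scaled. Scaled by total counts alone, 2222 genes were called higher and 240 lower, so that 90.3% of the calls were higher. Baggerly's test, which also works on proportions of the total, called 456 higher and 11 lower, and DESeq2 546 and 878. Total counts moved the median log2 change of all genes tested to 0.92, against 0.09 with TMM. The TMM factors were 1.32 to 1.36 in high-P and 0.688 to 0.872 in low-P. The 100 most abundant fungal genes took 39.6% to 49.3% of the fungal reads in the low-P libraries and 21.7% to 23.2% in high-P. Among the calls with the largest changes, gene 1134550 had 34.7 ± 10.0 CPM on the TMM scale in high-P (SD, n = 3) and 1.82 ± 3.15 in low-P (SD, n = 3), from 149 reads against 1, a ratio of 27.9 with a 95% counting interval of 4.93 to 1109. The log2 fold change was 4.69 (standard error 0.87, adjusted p = 0.0145 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost without high-P replicate 4 and without low-P replicate 4. Gene 1679037 had a log2 fold change of 4.42 (standard error 0.97, adjusted p = 0.0195 from the same edgeR test), from 236 reads against 2, a ratio of 22.1 with an interval of 6.05 to 183. Its call was lost without high-P replicate 3 or 4 or low-P replicate 1 or 4. In the other direction, gene 1457107 had 0.811 ± 0.818 CPM in high-P (SD, n = 3) and 393 ± 91.3 in low-P (SD, n = 3). This gene had a log2 fold change of -8.59 (standard error 0.52, adjusted p = 0.000757 from the same edgeR test). Gene 1659119, with a length of 157 bases, had no read in high-P. It was at least 95.2-fold lower there, against a floor of 3 reads over the group. Of these 4 genes, Baggerly's test called gene 1457107 alone.

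**Figure D1:**
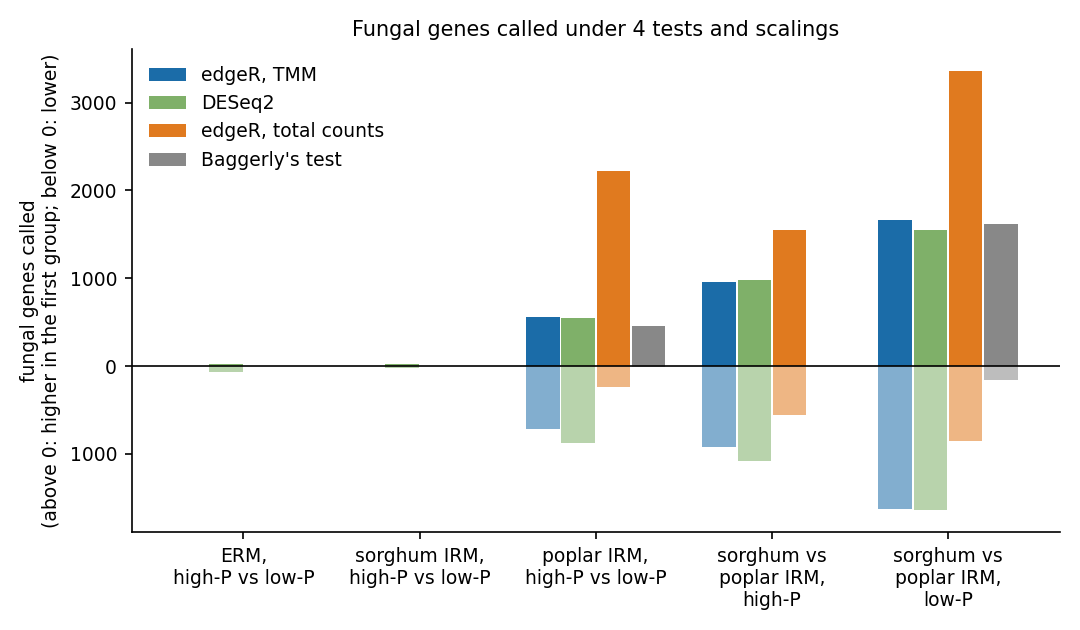
Fungal genes called in 5 comparisons under 4 tests or scalings. Bars above 0 count genes higher in the first group named and paler bars below 0 genes lower. In poplar IRM, total counts alone give 2222 higher and 240 lower calls, and TMM gives 557 and 719.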

Only two fungal genes were significantly up regulated in both plants in response to high-P treatment and are involved in vesicular cargo. 

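There were 5695 fungal genes tested in the IRM of both hosts, and 0 were called higher in high-P in both, since edgeR made no call in sorghum IRM. DESeq2 called 4 genes higher in both hosts, edgeR without a filter on low counts called 13, and Baggerly's test called 0. Of the genes called higher in high-P in poplar IRM, 556 were also tested in sorghum IRM. Their median log2 change there was -0.05, and 44.4% of them were higher in high-P, against 52.7% of all genes tested in sorghum IRM.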

In Sorghum, the few up regulated genes were involved in vesicular trafficking, lipid binding, nitrate reduction and general transport. In *P. trichocarpa*, the genes up regulated by high-P belonged to vesicle metabolism, fatty acid metabolism and transport of N, Pi, sugars, and water. Interestingly, only one gene (a short chain dehydrogenase) was significantly up regulated in both plants and in the ERM in response to high-P treatment.

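There were 5622 fungal genes tested in both hosts and in the ERM, and 0 were called higher in high-P in all of them by edgeR, DESeq2 or Baggerly's test, or by edgeR without a filter on low counts. Every gene called higher in poplar IRM was tested in the ERM. The median log2 change of these genes there was 0.15, and 70.7% were higher in high-P, against 51.9% of all genes tested in the ERM.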

**Figure 1:**
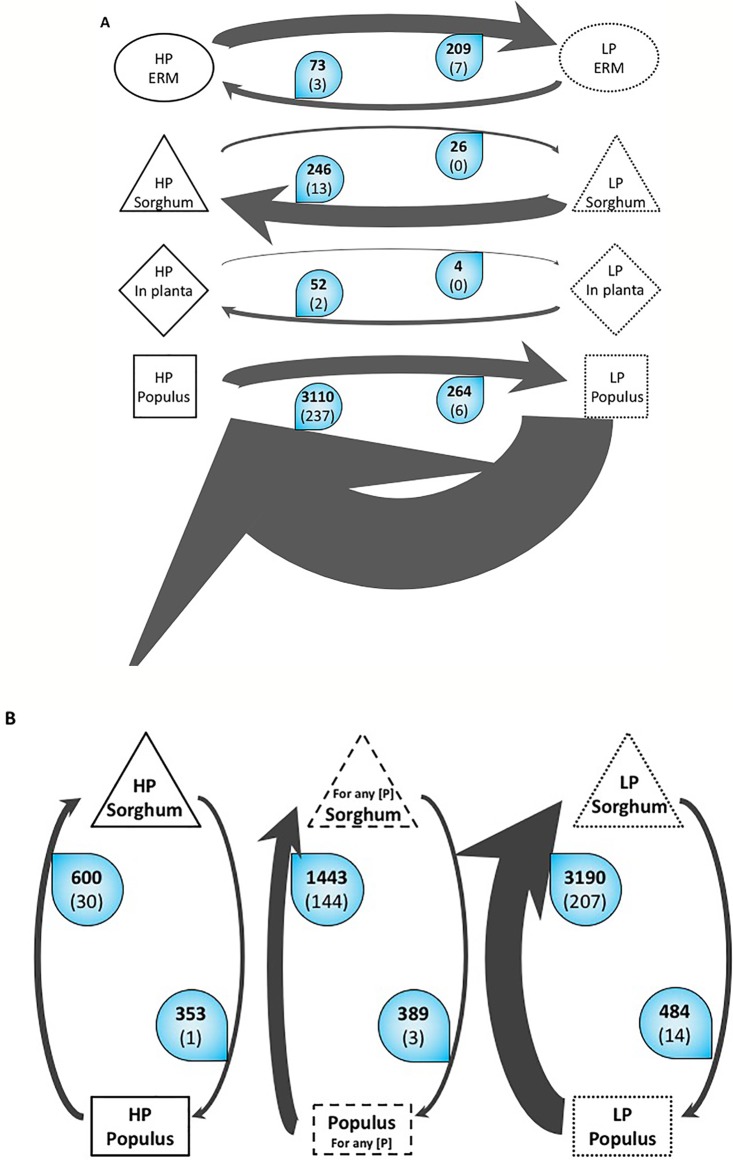
Overall variations of the number of Differentially Expressed Genes (DEG) of *R. irregularis* **(A)** Variations according to P. The arrows represent the number of differentially expressed genes in *R. irregularis*. Black bold numbers represent the number of genes with a fold change ≥2 and a false discovery rate ≤ 0.05. White numbers in brackets represent the number of genes involved in the transportome. The width of the arrow is proportional to the number of up-regulated genes. For example, the top arrow means that in the ERM grown in Low Phosphate, 209 genes are significantly up regulated at least two times compared to the ERM grown in High Phosphate. Among these 209 genes, seven are involved in the transportome. **(B)**. Variations according to host plant. The arrows represent number of differentially expressed genes in *R. irregularis* between the two compared conditions. Black bold numbers represent the number of genes with a fold change ≥2 and a false discovery rate ≤ 0.05. White numbers in brackets represent the number of genes involved in the transportome. The width of the arrow is proportional to the number of up-regulated genes. ERM, extraradical mycelium; HP, high phosphate; LP, low phosphate; *in planta*, intraradical mycelium of both sorghum and poplar.

It is noteworthy that on the one hand, while cultivated in high-P, 3,408 genes were overexpressed in IRM (either in *S. bicolor*, or in *P. trichocarpa* or in both host plants) against 73 in the ERM compartment. On the other hand, while grown in low-P, the number of up regulated genes *in planta* dropped to 294 against 209 in the ERM. These overall expressome patterns suggest that when Pi is abundant in soil, the fungus invests little energy in recruiting the Pi but is highly active in exchanging this nutrient with the plants. 

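In the ERM, 11673 fungal genes were tested, and edgeR called 0 higher in high-P (lowest FDR of all genes 0.301). At an unadjusted p under 0.05, 350 genes were higher in high-P, DESeq2 called 22, and Baggerly's test called 0. The single call by edgeR came without ERM low-P replicate 4, when 1 gene was higher in high-P. In edgeR's calls, the 557 genes higher in high-P in at least one host came from poplar IRM alone. Their number was 2222 with total counts alone and 51 without poplar AM high-P replicate 4. It was 456 by Baggerly's test and 930 in one fit of all fungal libraries, also from poplar IRM alone. With the calls in sorghum IRM included, it was 561 by DESeq2 and 892 without a filter on low counts, where poplar IRM alone had 546 and 868. Without the other poplar libraries it was 113 (low-P replicate 4), 138 (high-P replicate 3), 235 (low-P replicate 1), 369 (low-P replicate 3) and 459 (high-P replicate 2).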

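In the ERM, edgeR called 0 genes higher in low-P. At an unadjusted p under 0.05 there were 558, DESeq2 called 73, and Baggerly's test called 0. Without a filter on low counts edgeR called 7, and in one fit of all fungal libraries 2. The libraries of the P levels did not overlap for 11.5% of the ERM genes, close to the 10% of chance. On simulated counts with the depth and spread of the ERM libraries, edgeR recovered 0 of 67 genes changed 2-fold, 27 of 67 changed 4-fold and 49 of 66 changed 8-fold. In edgeR's calls, the 719 genes higher in low-P in at least one host also came from poplar IRM alone. Their number fell to 11 by Baggerly's test and to 240 with total counts alone. It was 895 by DESeq2 and 934 without a filter on low counts, where poplar IRM alone had 878 and 913. With 1 library left out it lay between 184 (without poplar AM high-P replicate 4) and 759 (without high-P replicate 2), with 231 without high-P replicate 3 and 321 without low-P replicate 4. Simulated 8-fold changes were recovered for 58 of 66 genes in sorghum IRM and 59 of 66 in poplar IRM.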

On the opposite, when Pi is scarce in the medium, the extra radicle mycelium has to put a lot of energy in recovering the mineral in the soil but has fewer nutrients to exchange with the plants.

#### Incidence of Host Plant

We correlated the difference of DEG in the IRM in the two host plants connected by the same fungus at a given time point to the amount of nutrient resources that the fungus allocates to the two plants. 

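Sorghum IRM and poplar IRM were compared over 6 libraries each, with P level as a term of the edgeR fit, and 3181 fungal genes were called. For 25.2% of the genes tested, the 6 libraries of one host did not overlap with the 6 of the other, a share that chance puts at 0.216%. Leaving out 1 library at a time moved neither direction by more than 1.5 times.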

Even though AM fungus has a very broad host range, their expressome differs according to host independently to P concentration (**Figure 1B**). In poplar, only 389 DEG were found among which only three are involved in the transportome (one vesicle transport and two transporters). 

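In edgeR's fit over both P levels, 1559 fungal genes were called higher in poplar IRM than in sorghum IRM. DESeq2 called 1490, edgeR with total counts alone 873 and Baggerly's test 516. The range with 1 library left out was 1455 to 1704. Gene 1729872, with a coding length of 162 bases, had no read in any sorghum library and 226 ± 187 CPM in poplar IRM (SD, n = 6). It was at least 958-fold higher there, against a floor of 3 reads over the group. Gene 1448942, of the same length, was at least 432-fold higher in poplar IRM.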

In *S. bicolor*, a set of 1,443 fungal genes were found up-regulated, indicating active exchanges. 

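In the same fit, 1622 fungal genes were called higher in sorghum IRM. With total counts alone 3093 were called, with a median log2 change of all genes of 0.75. Baggerly's test called 2396, DESeq2 1608, and edgeR on libraries thinned to one depth 850. With 1 library left out the count was between 1441 and 1767. Gene 1481472 had 52.2 ± 31.1 CPM in sorghum IRM (SD, n = 6) and 0.253 ± 0.619 in poplar IRM (SD, n = 6), from 588 reads against 1, a ratio of 203 with a 95% counting interval of 36.2 to 8016. Its log2 fold change was 7.14 (standard error 0.86, adjusted p = 4.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gene 1684730 had a log2 fold change of 5.29 (standard error 0.77, adjusted p = 0.000127 from the same edgeR test), from 119 reads against 1, a ratio of 41.0 with an interval of 7.22 to 1633.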

A tenth of them (144) is involved in the transportome, representing all metabolisms (fatty acids, N, phosphate, sugars, potassium, general transporters, water, and vesicle transport). This difference indicates that AM symbiosis is more active and more tightly regulated in sorghum than in poplar (**Figure 1B**). The total P concentrations measured in the two mycorrhizal plants is consistent with this observation as more P was accumulated in mycorrhizal sorghum than in mycorrhizal poplar under low P fertilization (**Figure S2**).

In the mesocosm grown in low-P, the fungus does not allocate nutrients equally between the different host plants. The number of genes up regulated in *S. bicolor* is 6.5 times the number of genes overexpressed in *P. trichocarpa* (3,190 and 484 respectively). 

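In low-P, 6262 fungal genes were tested between the hosts, and edgeR called 1668 higher in sorghum IRM and 1633 higher in poplar IRM. The libraries of the hosts did not overlap for 64.5% of the genes. With total counts alone, the calls were 3363 and 851, so that 79.8% were higher in sorghum IRM, and the median log2 change of all genes was 1.28. Baggerly's test called 1623 and 156, and DESeq2 1549 and 1642. At one depth, edgeR called 1058 higher in sorghum IRM and 1230 higher in poplar IRM. Without 1 library, 1265 to 1646 and 1520 to 1736 genes were called. Against a floor of 3 reads over the group, gene 1481472 was at least 13.7-fold and gene 470548 at least 11.7-fold higher in sorghum IRM, with no read in low-P poplar. Genes 1729872 and 1874406 had no read in low-P sorghum IRM and were at least 694-fold and 483-fold higher in poplar IRM. The last has a coding length of 234 bases.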

Not all these genes are supposed to be involved in trophic exchanges but the genes involved in transportome between the two plants showed a similar pattern. In *S. bicolor*, 207 fungal genes were up regulated, corresponding to all the different metabolisms and transporters we investigated (fatty acids, N, phosphate, sugars, transporters, water and vesicle transport, with the exception of potassium). In *P. trichocarpa* however, only 14 genes belonged to our transportome list and were involved in sugar transport, vesicle trafficking, and general transporters. In low-P condition, the AMF seems to favor the exchanges with the Sorghum at the expense of the Poplar. This observation correlates with the total phosphate measured in the two plants (**Figure S2**).

Under high-P, the difference in gene expression is lower than in low-P. We observe only a 2-fold difference between the number of over expressed genes in *S. bicolor* and *P. trichocarpa* (600 and 353 respectively). Moreover, the number of genes involved in transportome is much lower. 

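In high-P, 8428 fungal genes were tested between the hosts, and edgeR called 954 higher in sorghum IRM and 922 higher in poplar IRM. The hosts did not overlap for 47.2% of the genes. The calls with total counts alone were 1549 and 555, and DESeq2 called 985 and 1081. Baggerly's test called 0, with 2503 genes at an unadjusted p under 0.05. Without poplar AM high-P replicate 4, 369 and 490 genes were called. The counts were 405 and 544 without sorghum AM high-P replicate 6, and 466 and 609 without sorghum AM high-P replicate 3. Without poplar AM high-P replicate 3, 524 genes were called higher in sorghum IRM. Gene 1481472 had a log2 fold change of 6.90 in favour of sorghum IRM (standard error 1.27, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 288 reads against 1, a ratio of 138 with a 95% counting interval of 24.5 to 5451, and 63.1 without sorghum AM high-P replicate 6. That of gene 1582414 was 5.68 (standard error 1.46, adjusted p = 0.0287 from the same edgeR test), from 469 reads against 3, a ratio of 74.7 with an interval of 25.4 to 363. Sorghum AM high-P replicate 4 alone held 435 of the 469 reads, and without it the ratio was 11.1 and the gene had too few reads to be tested. The call was also lost without any of the 3 poplar libraries and by Baggerly's test. Gene 1729872 was at least 153-fold and gene 1448942 at least 122-fold higher in poplar IRM, with no read in sorghum IRM. Whether the host difference changes with P is the interaction of host and P tested for the 12 IRM libraries.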

Only one gene involved in vesicular trafficking is specifically expressed in *P. trichocarpa*. In *S. bicolor*, 30 genes involved in fatty acid metabolism, sugar transport, vesicle transport and general transport were recovered. The high-P makes it easily recoverable by the AM fungus and improves symbiotic exchanges with both plants, thus minimizing the preference for *S. bicolor* over *P. trichocarpa*. This balanced fungal transcriptome is supported by plant P concentration as the measurements in the two plants are very close, with a slight abundance in poplar.

### Regulation of Phosphate Transporter Expression

#### Gene Expression of Plant Pht1 Transporters

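Messenger RNA from the root extracts that served for qRT-PCR was also sequenced, with 3 libraries per condition. AM and non-AM poplar roots were sequenced in high-P and low-P, AM sorghum roots in high-P and low-P, and non-AM sorghum roots in low-P. The authors' total gene reads were analysed for 41335 poplar genes in 12 libraries and 34211 sorghum genes in 9 libraries, of which 7272 and 7851 had no read. Poplar reads on genes were 7077081 to 20600102 in non-AM high-P libraries (median 16797261) and 17748483 to 33421773 in non-AM low-P (median 30846553). They were 15912507 to 19271388 in AM high-P (median 19031764) and 2292732 to 4640490 in AM low-P (median 3656759). Sorghum reads on genes were 5705143 to 7900611 in AM high-P (median 6917574), 6367948 to 13525964 in AM low-P (median 11146441) and 1800816 to 4386403 in non-AM low-P (median 2544505). Genes were matched to Table S1 and Table S3 by their Potri or Sobic identifier. AM and non-AM poplar were compared at each P level and over both with P level as a term, and P levels were compared within AM and within non-AM roots. Non-AM plants of both species grew alone and took up the P solution at their own roots. AM plants shared a container, and the solution went to the network compartment. A difference between AM and non-AM roots therefore joins the fungus with the route of P, the container and the neighbour, which these libraries cannot separate. Levels are CPM scaled by TMM over all libraries of the plant. Scaling by total counts alone would move the median log2 change of all poplar genes to -0.25 between AM and non-AM roots, to -0.62 in low-P, and to 0.60 between high-P and low-P in AM roots. For the 12 poplar Pht1 genes of Table S1, 10 could be tested between AM and non-AM roots, 8 were called higher and 1 lower in AM roots, and 9 passed when adjusted over the list alone.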

Using qRT-PCR, we measured the expression of the twelve Pht1 PT in roots and shoots of AM and non-AM poplar plants grown in high-P and low-P conditions. *PtPT8* and *PtPT10* were induced in AM-roots only, which implies an important role of these two transporters in symbiotic Pi uptake at the periarbuscular space (**Figure S3**).

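*PtPT1.8* (Potri.019G061900) had 0.0735 ± 0.0852 CPM in non-AM high-P roots, 0.224 ± 0.221 in non-AM low-P, 56.1 ± 52.3 in AM high-P and 73.0 ± 45.5 in AM low-P (SD, n = 3 each). Non-AM libraries held at most 9 reads of it. Over both P levels its log2 fold change with AM was 8.99 (standard error 0.86, adjusted p = 3.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 8.54 and 9.36 under the alternatives and between 8.68 and 9.70 with 1 library left out. Baggerly's test alone did not call it. *PtPT1.10* (Potri.015G022800) had 0.0143 ± 0.0247 and 0.00892 ± 0.0155 CPM in non-AM high-P and low-P roots, and 5.41 ± 5.03 and 4.03 ± 3.41 in AM high-P and low-P (SD, n = 3 each). It had 1 read in each P level of the non-AM roots and 308 and 35 in AM high-P and low-P roots. Its log2 fold change with AM was 7.77 (standard error 0.92, adjusted p = 0.000137 from the same edgeR test), again called by all tools but Baggerly's test, and the ratio of reads was 354 with a 95% counting interval of 97.3 to 2937, and 213 without AM high-P replicate 3. *PtPT1.10* was too rare to be tested in low-P alone. In high-P alone its call (log2 fold change 7.62, adjusted p = 0.0188 from the same edgeR test; ratio of reads 247, interval 44.0 to 9784, and 134 without AM replicate 3) was lost without non-AM replicate 1, non-AM replicate 3 or AM replicate 4. Neither gene was called between P levels in AM roots. The paper takes their induction in AM roots only to imply that both transporters are important for symbiotic Pi uptake at the periarbuscular space.

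**Figure D2:**
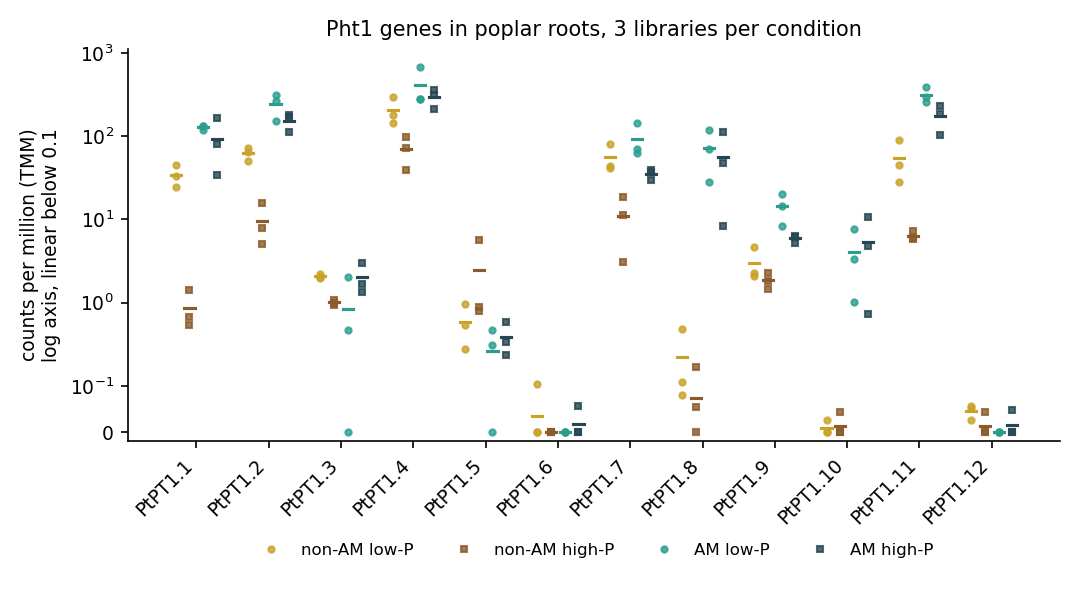
Levels of the 12 poplar Pht1 genes in roots, in CPM per library on a log axis that is linear below 0.1, for 4 conditions with 3 libraries each and dashes for means. *PtPT1.8* and *PtPT1.10* lie near 0 in non-AM libraries, and *PtPT1.6* and *PtPT1.12* in all of them.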

Low-P treatment and mycorrhization induced expression of *PtPT1.1*, *PtPT1.2*, *PtPT1.4*, *PtPhT1.7*, and *PtPT1.11* in roots (**Figure S3B**). 

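Between AM and non-AM roots over both P levels, *PtPT1.1* (Potri.010G072000) had a log2 fold change of 4.09 (standard error 0.90, adjusted p = 0.00768 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values were 2.99 (standard error 0.43, adjusted p = 0.000565) for *PtPT1.2* (Potri.010G071700) and 3.64 (standard error 0.47, adjusted p = 0.000267) for *PtPT1.11* (Potri.005G256100) by the same edgeR test. *PtPT1.4* (Potri.005G223500) reached 1.55 (standard error 0.35, adjusted p = 0.00913) and *PtPT1.7* (Potri.005G223600) 1.24 (standard error 0.40, adjusted p = 0.0441) in that test. In low-P alone, 5 of the 8 poplar Pht1 genes tested were called higher in AM roots, and in high-P alone 7 of 10. Over both P levels, *PtPT1.1*, *PtPT1.2*, *PtPT1.4*, *PtPT1.7* and *PtPT1.11* were all called higher in AM roots. The call of *PtPT1.7* was lost with total counts alone, by Baggerly's test, and without any of 8 of the 12 libraries. Baggerly's test also did not call *PtPT1.1* and *PtPT1.4*. Of the reads of *PtPT1.2*, 83.7% were unique to it. For P, edgeR called 0 poplar genes between high-P and low-P non-AM roots, with 1182 higher and 723 lower in high-P at an unadjusted p under 0.05, 46 and 116 called by DESeq2, and 0 by Baggerly's test. EdgeR called 0 and 38 in one fit of all poplar libraries, 1 and 12 with total counts alone, 1 and 7 without a filter on low counts, and 0 and 2 without non-AM high-P replicate 1. In this comparison the log2 fold change was -5.21 for *PtPT1.1* (standard error 0.46, adjusted p = 0.0551 from the same edgeR test), which DESeq2, total counts alone, no filter and one fit of all libraries each called. It was -2.68 for *PtPT1.2* (standard error 0.42, adjusted p = 0.243) and -3.06 for *PtPT1.11* (standard error 0.45, adjusted p = 0.193) by the same edgeR test, both called by DESeq2 and in one fit. For *PtPT1.7* it was -2.35 (standard error 0.63, adjusted p = 0.651), called by DESeq2, and for *PtPT1.4* -1.54 (standard error 0.41, adjusted p = 0.651), called by no tool, with p from the same edgeR test. Adjusted over the list alone, 6 of the 8 Pht1 genes tested passed. The mean rose from 0.872 ± 0.472 CPM in high-P to 34.5 ± 10.5 in low-P non-AM roots for *PtPT1.1* (SD, n = 3 each), and from 6.41 ± 0.827 to 54.5 ± 31.8 for *PtPT1.11* (SD, n = 3 each). In AM roots, *PtPT1.7* was called higher in low-P, with a log2 fold change of -1.50 from low-P to high-P (standard error 0.36, adjusted p = 0.0222 from the same edgeR test). That call was lost with total counts alone, in one fit, by Baggerly's test, and without AM high-P replicate 2, 3 or 4 or AM low-P replicate 1.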

*PtPT1.2*, *PtPT1.4* and *PtPT1.11* were strongly induced in shoots, suggesting that these transporters are involved in intercellular Pi transfer and Pi transport over long distances, respectively (**Figure S3A**). 

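*PtPT1.3* (Potri.010G071500) had 368 reads in the 12 poplar root libraries. Its level was 1.01 ± 0.0666 CPM in non-AM high-P, 2.07 ± 0.134 in non-AM low-P, 2.01 ± 0.878 in AM high-P and 0.844 ± 1.08 in AM low-P roots (SD, n = 3 each), and edgeR did not call it between AM and non-AM roots. *PtPT1.6* (Potri.005G175500) had 3 reads in all 12 libraries, too few to be tested.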

*PtPT1.3* and *PtPT1.6* were neither expressed in roots nor in shoots. mRNA-Seq analysis independently confirmed our results for Pht1 expression (**Figure S4**).

In sorghum, *SbPT1.8* and *SbPT1.10* were induced in AM roots like *PtPT1.8* and *PtPT1.10* (**Figure S5**). 

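*SbPT1.8* (Sobic.002G116100) had 2 reads in the 3 non-AM low-P sorghum libraries, 166 in AM low-P and 42 in AM high-P, or 0.132 ± 0.228, 5.02 ± 3.45 and 2.20 ± 0.150 CPM (SD, n = 3 each). Every AM low-P library lay above every non-AM one, with a ratio of reads of 29.2 (95% counting interval 7.95 to 243; 18.4 without AM low-P replicate 4), but edgeR's filter on low counts removed the gene from this comparison. *SbPT1.10* (Sobic.006G026800) had no read in non-AM roots, 4.17 ± 1.93 CPM in AM low-P and 3.44 ± 2.72 in AM high-P roots (SD, n = 3 each). It was called higher in AM than in non-AM low-P roots (adjusted p = 0.00214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at least 13.9-fold against a floor of 3 reads over the group. Baggerly's test did not call it, and in 2 of the 6 fits without 1 library it had too few reads to be tested.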

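The non-AM sorghum libraries are all low-P, so that their P response was not analysed here, and non-AM low-P roots were compared with AM low-P roots. *SbPT1.1* (Sobic.001G502000) had 10.8 ± 5.79 CPM in non-AM low-P, 82.0 ± 21.1 in AM high-P and 116 ± 20.5 in AM low-P roots (SD, n = 3 each). *SbPT1.4* (Sobic.001G234900) had 6.79 ± 3.82, 57.7 ± 2.06 and 119.5 ± 3.30 CPM in these conditions (SD, n = 3 each). *SbPT1.6* (Sobic.007G164400) had 14.3 ± 10.9, 8.92 ± 4.55 and 78.3 ± 47.9 CPM, and *SbPT1.7* (Sobic.001G234800) 103 ± 56.2, 497 ± 71.7 and 830.0 ± 151 CPM (SD, n = 3 each). All 4 were called higher in AM than in non-AM low-P roots. The log2 fold changes were 3.32 (standard error 0.39, adjusted p = 0.000175), 4.05 (standard error 0.36, adjusted p = 5.42e-05), 2.43 (standard error 0.63, adjusted p = 0.00968) and 2.95 (standard error 0.40, adjusted p = 0.000329) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Baggerly's test kept the calls of *SbPT1.4* and *SbPT1.7*. *SbPT1.2* (Sobic.006G027300) had 21 reads in the 9 libraries and was not tested.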

*SbPT1.1*, *SbPT1.2*, *SbPT1.4*, *SbPT1.6*, and *SbPT1.7* were significantly induced in the non-AM low-P treatment. It seems that mycorrhization complemented sufficiently the P deficiency by increased Pi transfer to its host plant (**Figure S2**). In comparison to poplar Pht1, sorghum Pht1 was more susceptible to mycorrhization than to Pi concentration.

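Of the 11 sorghum Pht1 genes of Table S1, 7 were tested between AM and non-AM low-P roots, and all 7 were called higher in AM roots. Between high-P and low-P AM sorghum roots, edgeR called 0 of 16689 genes (lowest FDR 0.0561), with 561 higher and 671 lower in high-P at an unadjusted p under 0.05. DESeq2 called 30 and 111 genes there, edgeR without a filter on low counts 6 and 33, and Baggerly's test 0. All 8 Pht1 genes tested between P levels had lower values in high-P, and 4 passed when adjusted over the list alone. The largest P change was that of *SbPT1.6*, a log2 fold change of -3.13 (standard error 0.62, adjusted p = 0.239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which DESeq2 called. *SbPT1.4* changed by -1.04 (standard error 0.12, adjusted p = 0.0561 from the same edgeR test) and was called by DESeq2 and without a filter on low counts. *SbPT1.11* (Sobic.003G243400) and *SbPT1.9* (Sobic.006G026900) had no read in non-AM roots and were at least 2188-fold and 172-fold higher in AM low-P roots. In poplar AM roots, 2 of 9 Pht1 genes tested were called between P levels, *PtPT1.7* and *PtPT1.9* (Potri.002G005500), both lower in high-P, and these calls were lost without AM high-P replicate 2, 3 or 4. The call of *PtPT1.7* was also lost without low-P replicate 1, and that of *PtPT1.9* without low-P replicate 3 or 4. A difference between the species in these responses was not tested.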

#### Gene Expression of Mycorrhizal Phosphate Transporters

In mycorrhizal poplar plants, qRT-PCR analysis of PT in the AM fungus *R. irregularis* in the ERM and IRM revealed expression of *RiPT1*, *RiPT3*, *RiPT5*, and *RiPT7*, with highest expression values for *RiPT1* (**Figure 2A**). *RiPT1* was significantly more expressed in the IRM compared to the ERM in low-P treatment. *RiPT1* expression was significantly higher under low-P treatment in the ERM and the IRM compared to high-P treatment. *RiPT7* tended to be highly expressed in the IRM compared to the ERM and *RiPT3* was lowly expressed in the ERM and induced in high-P treatment in the IRM. In Sorghum, we observed similar expression patterns except for *RiPT3* and *RiPT7*, significantly induced in the IRM than in the ERM (**Figure 2B**).

**Figure 2:**
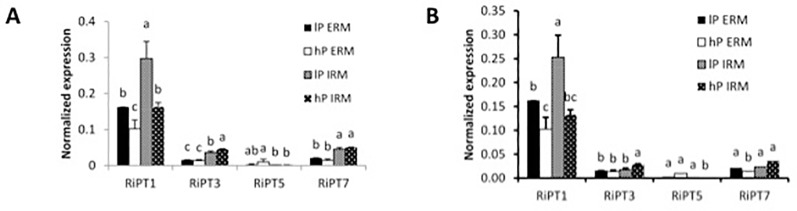
Quantification by qRT-PCR of the transcript abundances of phosphate transporters in *R. irregularis* when associated *with P. trichocarpa* **(A)** *and S. bicolor* **(B)**. Quantification of transcript levels of transporters in the ERM and in the IRM of the host plant under high (hP) and low (lP) availability of P. Values are means of three biological and three technical replicates. Error bars represent the SE. Translational elongation factor was used as a reference transcript. Statistical analysis was performed by analysis of variance for each gene, followed by Tuckey honest significant difference. Lower case letters indicate significant difference(Tukey’s t-test; p < 0.05).

### Regulation of Transporters Involved in Nitrogen Exchange

#### Gene Expression of Plant Ammonium Transporters

As N is a major component of AM symbiosis, transcript abundances of AMTs in poplar were analyzed (**Figure S6**). 

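For the genes that Table S1 gives as *PtAMT1.1* (Potri.010G063500), *PtAMT1.2* (Potri.019G023600) and *PtAMT3.1* (Potri.001G305400), AM and non-AM roots were compared over both P levels. The log2 fold change with AM was 0.65 for *PtAMT1.1* (standard error 0.18, adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stays under the fold change limit. It was 1.95 for *PtAMT1.2* (standard error 0.31, adjusted p = 0.000995) and 2.48 for *PtAMT3.1* (standard error 0.62, adjusted p = 0.0146) by the same edgeR test, and both were called. Baggerly's test called none of the 3. Adjusted over the list alone, all 3 passed. Between P levels in non-AM roots, edgeR called 0 of the 3, none had an adjusted p under 0.67 in that test, and 0 passed when adjusted over the list alone. DESeq2 and Baggerly's test made no call there either.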

The expression of three of them (*PtAMT1.1*, *PtAMT1.2*, and *PtAMT3.1*) was dependent of either mycorrhizal symbiosis of P-treatment or both. We then measured their expression in poplar by qRT-PCR. While *PtAMT1.1* and *PtAMT1.2* were described as induced in poplar upon mycorrhization with the ectomycorrhizal fungi *Paxillus involutus* (Couturier et al., 2007) and *Amanita muscaria* (Selle et al., 2005), no previous expression data were available for *PtAMT3.1*. Interestingly, *PtAMT3.1* clustered next to the three AM-inducible transporters GmAMT3.*1* (Kobae et al., 2010), *SbAMT3.1* (Koegel et al., 2013), and *OsAMT3.1* (Pérez-Tienda et al., 2014) (**Figure S6**). Here, *PtAMT1.1* was induced in the AM low-P treatment and the *PtAMT1.2* and *PtAMT3.1* were induced in the AM treatments (**Figure 3**). In addition, *PtAMT1.2* and *PtAMT3.1* were even higher expressed in the high-P condition, suggesting that both AMTs play a major role in symbiotic N transfer. 

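In roots, *PtAMT1.1* had 76.2 ± 7.78 CPM in non-AM high-P, 103 ± 22.0 in non-AM low-P, 119 ± 18.4 in AM high-P and 159 ± 42.5 in AM low-P (SD, n = 3 each). Between AM and non-AM roots in low-P its log2 fold change was 0.71 (standard error 0.27, adjusted p = 0.0695 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative called it. *PtAMT1.2* had 82.0 ± 46.5, 57.9 ± 17.0, 325 ± 16.4 and 212 ± 72.4 CPM in the same order (SD, n = 3 each). It was called higher in AM roots in low-P (log2 fold change 1.94, standard error 0.35, adjusted p = 0.00493 from the same edgeR test) and in high-P (1.98, standard error 0.46, adjusted p = 0.0412 from that test). *PtAMT3.1* had 10.05 ± 7.90, 12.7 ± 5.66, 124 ± 20.6 and 31.0 ± 16.0 CPM (SD, n = 3 each). It was called in high-P (log2 fold change 3.58, standard error 0.76, adjusted p = 0.0297 from the same edgeR test) but not in low-P (1.35, standard error 0.48, adjusted p = 0.0535 from that test). In low-P it was called by DESeq2, and by edgeR without non-AM replicate 4 or AM replicate 1. Both high-P calls were lost by Baggerly's test and without non-AM replicate 3 or AM replicate 2, 3 or 4, and that of *PtAMT1.2* also with total counts alone. Adjusted over the list alone, all 3 genes passed in low-P and in high-P. The interaction of AM and P was not tested.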

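Between high-P and low-P AM roots, *PtAMT3.1* was called higher in high-P, with a log2 fold change of 1.902 (standard error 0.40, adjusted p = 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost in one fit of all poplar libraries and without AM high-P replicate 2. *PtAMT1.2* changed by 0.52 (standard error 0.29, adjusted p = 0.205 from the same edgeR test) and *PtAMT1.1* by -0.53 (adjusted p = 0.172 from that test), and neither was called. Adjusted over the list alone, 1 of the 3 passed. The paper proposes from the higher expression in high-P that *PtAMT1.2* and *PtAMT3.1* have a major role in symbiotic N transfer.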

Higher expression of these transporters under AM high-P condition might point to an increased N transfer when the AM fungus has access to more Pi. In shoots, we *PtAMT1.1* has a similar expression pattern as in roots. *PtAMT3.1* was only marginally expressed and *PtAMT1.2* was not expressed in leaves (**Figure 3**). mRNA-Seq confirmed our observations for AMT expression levels in the roots of Poplar (**Figure S6**). In a previous transcriptome study (Calabrese et al., 2017), in which AM poplar plants were exposed to N deficiency, *PtAMT4.1*, *PtAMT4.2*, and *PtAMT4.3* were AM-induced. Consistent with this previous study, we observed a specific induction of *PtAMT2.2*, *PtAMT4.1*, *PtAMT4.2*, and *PtAMT4.3* upon mycorrhization even though these transporters were expressed at lower levels compared to *PtAMT1.2* and *PtAMT3.1*.

**Figure 3:**
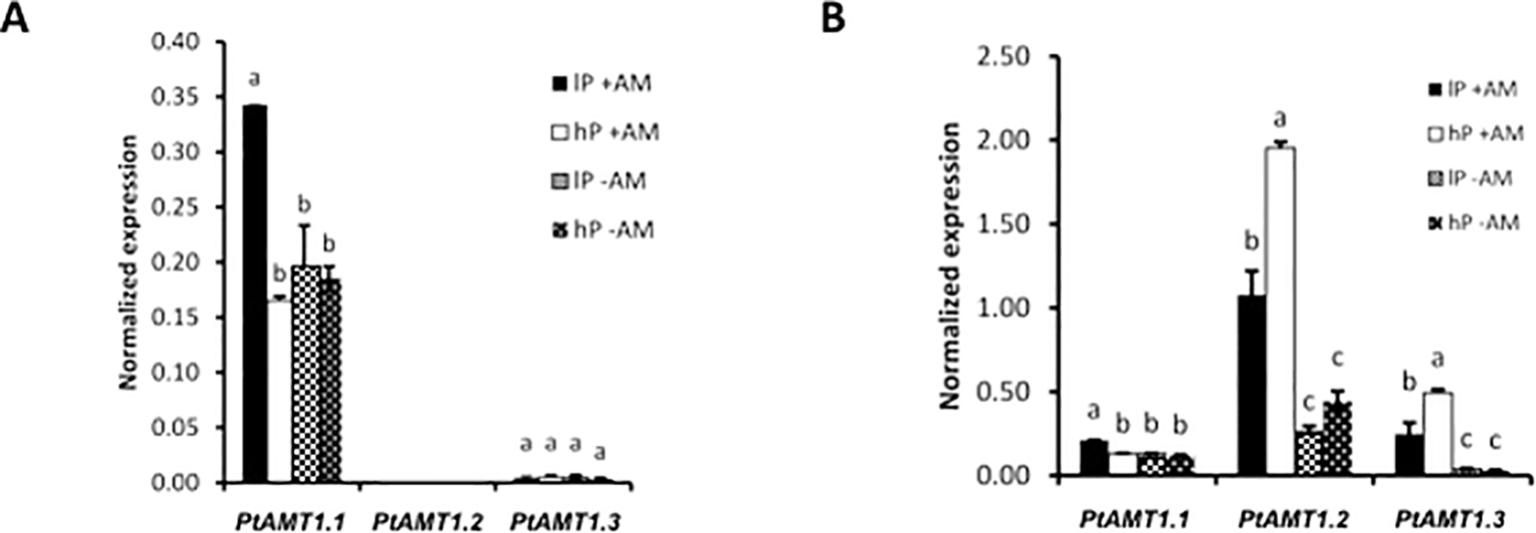
Quantification by qRT-PCR of the transcript abundances of the three ammonium transporters of poplar *PtAMT1.1*, *PtAMT1.2*, *and PtAMT3.1* in the shoot **(A)** and root **(B)** of mycorrhized (+AM) and non-mycorrhized (-AM) *P. trichocarpa* under low P (lP) and high P (hP) condition. Values are the means of three biological replicates and three technical replicates, each. Error bars represent the SE. Ubiquitin was used as reference transcript. Statistical analysis was performed by analysis of variance (ANOVA) per gene, followed by Tuckey honest significant difference test (Tuckey HSD; p < 0.05). Lower case letters indicate significant difference (Tukey’s t-test; p < 0.05).

In Sorghum, *SbAMT3.1* was specifically induced in AM-roots, and *SbAMT1.1* and *SbAMT1.2* were induced in the non-AM low-P treatment (**Figure S7**). However, *SbAMT1.1* and *SbAMT1.2* were nearly twice more expressed in shoots compared to roots.

#### Gene Expression Ammonium Transporters in *Rhizophagus Irregularis*

Quantitative expression analysis of the three AMTs in the AM fungus revealed that their expression is not significantly different in the ERM between the low-P and high-P treatments. The expression of *GintAMT3* was significantly higher in the IRM compared to the ERM (Calabrese et al., 2017). *GintAMT2* and *GintAMT1* were equally expressed in the ERM and IRM in poplar and sorghum (**Figure 4**). *GintAMT2* was significantly highly expressed in the IRM of sorghum compared to poplar. Specific induction of *GintAMT3* in the IRM might indicate a possible localization of the transporter at the arbuscular side for the transfer of ammonium to the periarbuscular side to enable ammonium uptake for the plant.

**Figure 4:**
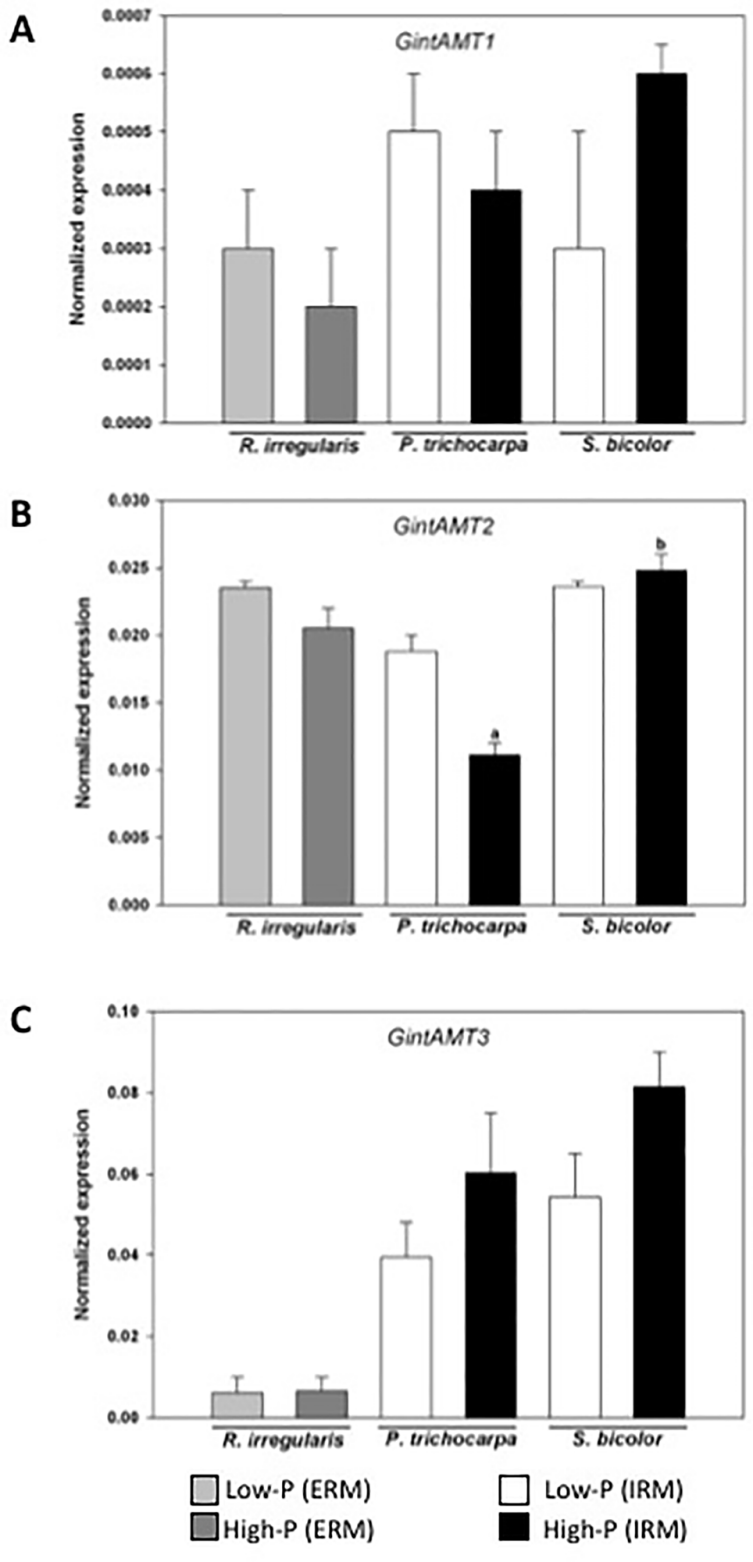
Quantification by qRT-PCR of the transcript abundances of ammonium transporters in *R. irregularis*. Transcript abundances were measured under low-P and high-P availability. Transcript abundances of the three transporters GintAMT1 (A), GintAMT2 (B), and GintAM3 (C) were measured in the extra-radical mycelium (ERM) and in the intraradical mycelium (IRM) when associated to the host plants poplar and sorghum. Values are means of three biological and three technical replicates. Translational elongation factor was used as a reference transcript. Statistical analysis was performed by analysis of variance for each gene, followed by Tuckey honest significant difference test (Tuckey HSD; p < 0.05). Lower case letters indicate significant difference(Tukey’s t-test; p < 0.05).

#### Gene Expression of Amino Acid and H+/Oligopeptide Transporters

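Table S3 lists 26 poplar genes as amino acid transporters or H+/oligopeptide symporters. Between AM and non-AM roots over both P levels, edgeR called 14 of them higher and 8 lower in AM roots, and 4 were not called. Over all 33 genes of Table S3, which also lists carbohydrate transporters, 31 had an FDR of at most 0.05 and 32 passed when adjusted over the list alone. The study chose this list on these samples, so that these counts are not independent evidence. Of the 20 amino acid transporters, 10 were called higher and 6 lower. The largest changes were those of Potri.002G079500, with a log2 fold change of 3.42 (standard error 0.73, adjusted p = 0.00649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Potri.017G083700, with -3.37 (standard error 0.40, adjusted p = 0.000126 from the same edgeR test). Both calls were lost only by Baggerly's test. The classes are those of Table S3, which also names Potri.004G172800, among its amino acid transporters, like AUXIN RESISTANT 2.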

In our study, we identified several amino acid transporters and H+/oligopeptide symporters that were either specifically induced or repressed upon mycorrhization (**Table S3**). Here, root colonization highly induced expression of two H^+^/oligopeptide transporters. 

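All 6 H+/oligopeptide symporters of Table S3 were called, 4 higher and 2 lower in AM roots. Potri.002G258900 had no read in non-AM high-P roots, 0.0365 ± 0.0316 CPM in non-AM low-P, 3.14 ± 3.06 in AM high-P and 2.49 ± 2.34 in AM low-P roots (SD, n = 3 each). It rested on 202 reads in 12 libraries, 3 of them in non-AM roots. AM changed it by a log2 fold change of 6.69 (standard error 1.05, adjusted p = 0.000924 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from a ratio of reads of 137 with a 95% counting interval of 46.2 to 670, and of 77.5 without AM high-P replicate 3, and Baggerly's test did not call it. The lower 2, Potri.003G088800 and Potri.014G179400, lost their calls by Baggerly's test and without non-AM high-P replicate 3. Table S3 also names both nitrate transporter 1.5.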

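The other strongly changed symporter, Potri.005G233500, had 0.794 ± 0.451 CPM in non-AM high-P, 0.461 ± 0.0334 in non-AM low-P, 33.0 ± 23.0 in AM high-P and 88.0 ± 46.7 in AM low-P roots (SD, n = 3 each). Its log2 fold change with AM over both P levels was 6.44 (standard error 0.66, adjusted p = 5.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 6.17 to 6.81 with 1 library left out. Of the tools, Baggerly's test alone did not call it.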

Potri.005G233500, a homologous gene of *AtPTR1* shown to transport di-/tripeptides with low selectivity in *Arabidopsis thaliana*, was highly induced. AtPTR1 is situated in the plasma membrane of vascular tissue which indicates a role in long-distance transport (Dietrich et al., 2004). *AtPTR3*, a homologue of Potri.002G258900, was induced upon salt stress and was shown to be regulated by methyl jasmonate, salicylic acid and abscisic acid. Further AtPTR3 was induced upon inoculation of the plant with pathogens. A reduced activation of AtPTR3 in *hrpA* mutant indicated that it is a defense related gene protecting the plant against abiotic and biotic stress (Karim et al., 2005; Karim et al., 2006). The differential expression of these transporters upon mycorrhization may suggest a role of the transporters in N uptake but also a role in AM root colonization.

### Gene Expression Related to Carbon Exchange

#### Gene Expression of Sugar Transporters

Quantitative expression analysis using qRT-PCR of five SUT (*SUT1* and *SUT3* to *SUT6*) in poplar revealed that all were expressed (**Figures S8** and **S9**). *SUT1* was only marginally expressed while *SUT4* was strongly expressed in roots and shoots. 

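In the root libraries, *SUT1* (Potri.013G115200) had the lowest level of the 5 SUT genes, 3.92 ± 2.49 CPM in non-AM high-P, 2.88 ± 1.22 in non-AM low-P, 2.35 ± 0.148 in AM high-P and 4.26 ± 3.45 in AM low-P roots (SD, n = 3 each). *SUT4* (Potri.002G106900) had 12.4 ± 5.17, 14.4 ± 1.17, 12.7 ± 4.78 and 9.85 ± 3.98 CPM in the same order (SD, n = 3 each). *SUT5* (Potri.008G148100) had 17.4 ± 5.24, 20.6 ± 1.97, 16.7 ± 1.35 and 11.2 ± 2.39 CPM, *SUT6* (Potri.010G093600) 7.64 ± 1.27, 6.68 ± 1.03, 8.34 ± 0.513 and 11.9 ± 5.11 CPM, and *SUT3* (Potri.019G085800) 16.1 ± 9.02, 9.97 ± 3.58, 6.04 ± 0.635 and 5.27 ± 2.14 CPM (SD, n = 3 each).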

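In roots over both P levels, *SUT3* had a log2 fold change of -1.16 between AM and non-AM plants (standard error 0.33, adjusted p = 0.0270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called lower in AM roots. The call was lost by Baggerly's test and with replicate number as a block in the fit. It was also lost without non-AM high-P replicate 1 or 3, non-AM low-P replicate 2, AM high-P replicate 2, 3 or 4, or AM low-P replicate 3. *SUT1* changed by -0.09 (standard error 0.49, adjusted p = 0.914) and *SUT4* by -0.22 (standard error 0.28, adjusted p = 0.600) in the same edgeR test, and neither was called. Within low-P, *SUT4* was called lower in AM roots with total counts alone and by Baggerly's test.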

While *SUT1* and *SUT4* were not differentially expressed upon mycorrhization, surprisingly, *SUT3* was down-regulated upon mycorrhization in roots and shoots of poplar. Interestingly, *SUT6* was down-regulated in shoots by mycorrhization. In sorghum, *SUT1* was also down-regulated (**Figure S10**). In Poplar, we screened our transcriptome data set for other carbohydrate transporters. We found three carbohydrate transporters induced and four repressed upon mycorrhization (**Table S3**). Among them, only the transporter/spinster transmembrane protein Potri.001G286600 presents characteristics for plasma membrane localization. 

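Of the 7 carbohydrate transporters of Table S3, edgeR called 1 higher and 4 lower in AM roots over both P levels. Potri.001G111000, a UDP-galactose transporter, had a log2 fold change of 1.36 (standard error 0.31, adjusted p = 0.00875 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Potri.001G286600 changed by 0.57 (standard error 0.18, adjusted p = 0.0387 from the same edgeR test), under the fold change limit, and Potri.010G194100 by 1.05 (standard error 0.46, adjusted p = 0.123 from that test). Lower in AM roots were Potri.006G015200, an inositol transporter, with -1.96 (standard error 0.18, adjusted p = 2.81e-05), Potri.005G075600 with -1.32 (standard error 0.30, adjusted p = 0.00922), Potri.015G008100 with -1.24 (standard error 0.37, adjusted p = 0.0323) and Potri.010G180500 with -1.17 (standard error 0.30, adjusted p = 0.0156), all by the same edgeR test. The call of Potri.015G008100 was lost by Baggerly's test and without non-AM high-P replicate 3, non-AM low-P replicate 1, 2 or 4, or AM low-P replicate 1, 3 or 4. That of Potri.010G180500 was lost without AM low-P replicate 4.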

The UDP-galactose transporter related proteins are localized at the lumen of the Golgi cisternae (Norambuena et al., 2002). On the fungal side, the MST *GintMST2* was specifically induced in the IRM of mycorrhizal poplar and sorghum and its expression was not affected by P concentration (**Figure 5**). The induction of *GintMST2* gene expression suggested a role in symbiotic carbohydrate transfer but functional properties still need to be determined. The down-regulation of plant MSTs expression in mycorrhizal conditions whereas the fungal *GintMST2* is still expressed in the IRM indicate that the AM fungus obtains the sugar from the intercellular space without the cooperation of the plant itself, turning the AM root into a sink for sugars.

**Figure 5:**
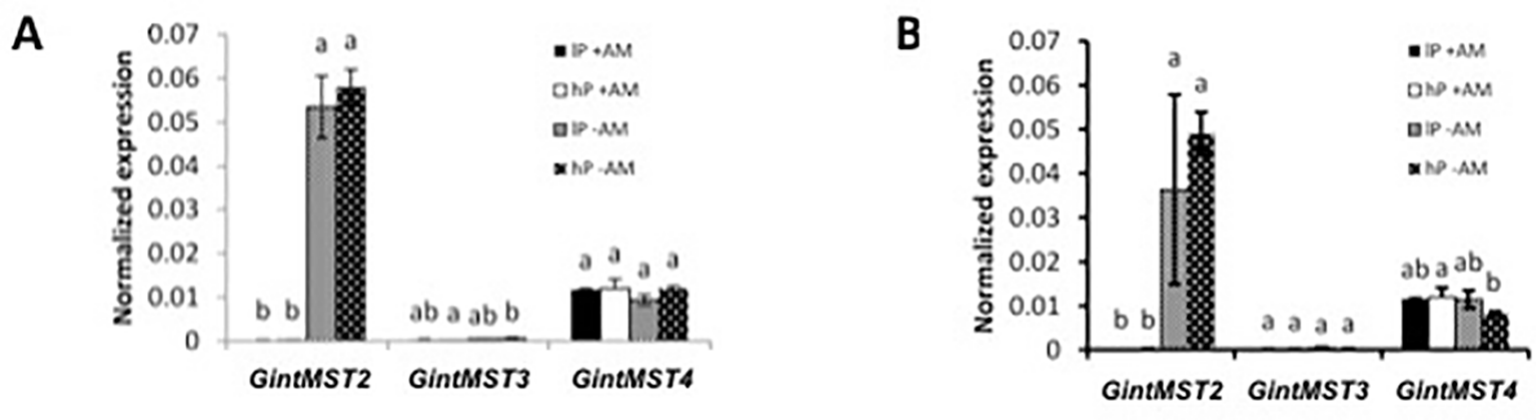
Quantification by qRT-PCR of the transcript abundances of monosaccharide transporters (MST) in *R. irregularis when associated with P. trichocarpa* **(A)** *and S. bicolor* **(B)**. Quantification of transcript levels of transporters in the ERM and in the IRM of the host plant under high (hP) and low (lP) availability of P. Values are means of three biological and three technical replicates. Error bars represent the SE. Translational elongation factor was used as a reference transcript. Statistical analysis was performed by analysis of variance for each gene, followed by Tuckey honest significant difference. Lower case letters indicate significant difference(Tukey’s t-test; p < 0.05).

#### Expression of Fatty Acid Genes

Expression of different genes involved in fatty acid synthesis and transfer were screened. The expression of these genes is mandatory in order to accommodate the AM fungus and allow the formation of the arbuscules. *Ram2*, *FatM*, and *STR1* were specifically expressed in mycorrhizal Sorghum and *STR2*, *CCaMK*, *RAD1*, *Cyclops*, and *Castor*/*pollux* were upregulated when the plant was in symbiosis (**Table S4**). These genes followed the same pattern of expression in poplar either in low-P or in high-P condition.

On the fungal side, no fatty acid transporter has been identified yet, suggesting another form of acquisition. However, many genes involved in fatty acid metabolism were overexpressed in the different plants. Multiple lipases and lipid recognition proteins are over expressed *in planta* compared to the ERM (**Table S5**). These might play a role both in managing the TAG stock or acquiring fatty acids from the host plant. Three desaturases and one elongase show a slight increase in expression *in planta* compared to *ex planta*. Pi addition had little effect on the ERM but increased the expression of several lipases *in planta*.

### Primary Metabolism of Poplar and Sorghum Roots, and the ERM of *R. Irregularis*

To gain further insights into the changes of root primary metabolism caused by the interaction between poplar, sorghum and *R. irregularis* we conducted GC-MS metabolite profiling experiments. Under our experimental conditions, the ERM metabolite profile of *R. irregularis* was not significantly affected by P conditions (**Tables 1** and **S6**). In the ERM, we observed slight but mostly non-significant increases of organic acids, glucose, trehalose, glycine and of amino acids with branched aliphatic side chains, with leucine as the only significant increase in our experiment (**Tables 1** and **S6**).

**Table 1:** Relative abundances of metabolites detected in the ERM of *R. irregularis* in response to low (lP) and high P (hP) concentrations.

Class	Name	log2 ratio lP vs hP	p-value
Acids	Aconitic acid, cis-	-0.53	0.275
Acids	Benzoic acid	0.02	0.827
Acids	Benzoic acid, 4-hydroxy-	0.04	0.827
Acids	Citric acid	0.25	0.827
Acids	Fumaric acid	0.36	0.513
Acids	Isocitric acid	0.32	0.513
Acids	Lactic acid	-0.34	0.275
Acids	Malic acid	0.60	0.275
Acids	Pyruvic acid	0.11	0.275
Acids	Quinic acid	-1.88	0.513
Acids	Succinic acid	0.26	0.827
Alcohols	Benzylalcohol	-0.18	0.513
Amino Acids	Aspartic acid	-0.24	0.513
Amino Acids	Glutamic acid	-0.44	0.513
Amino Acids	Glycine	0.80	0.275
Amino Acids	Isoleucine	0.63	0.513
Amino Acids	Leucine	0.19	**0.050**
Amino Acids	Lysine	0.11	0.564
Amino Acids	Ornithine	-1.28	0.127
Amino Acids	Phenylalanine	-0.12	0.827
Amino Acids	Pyroglutamic acid	-0.06	0.513
Amino Acids	Serine	0.19	0.827
Amino Acids	Valine	0.62	0.513
N- Compounds	Ethanolamine	0.15	0.275
N- Compounds	Putrescine	0.14	0.513
N- Compounds	Pyridine, 2-hydroxy-	0.02	0.827
Phenylpropanoids	Caffeic acid, trans-	-0.03	1.000
Phosphates	Phosphoric acid	0.25	0.513
Phosphates	Phosphoric acid monomethyl ester	-0.06	0.827
Polyols	Arabitol	-0.07	0.827
Polyols	Glycerol	-0.24	0.513
Polyols	Inositol, myo-	0.05	0.827
Polyols	Mannitol	-0.92	0.513
Sugar Conjugates	Galactinol	-2.29	0.248
Sugar Conjugates	Salicin	-4.25	1.000
Sugars	Glucose	0.41	0.127
Sugars	Glucose, 1,6-anhydro-, beta-	0.11	0.513
Sugars	Rhamnose	0.16	0.513
Sugars	Ribose	-0.32	0.564
Sugars	Sucrose	-0.06	0.827
Sugars	Trehalose, alpha,alpha’-	0.39	0.127

Data was log transformed and tested by Wilcoxon rank sum test (p < 0.05, n = 3) in MeV v4.9 (http://www.tm4.org/mev.html). Significant p-values are highlighted in bold.

In contrast, non-AM low-P treatment on poplar roots increased general organic acid and amino acid pools and coincidently decreased pools of glucose-6-phosphate or fructose-6-phosphate (**Tables 2** and **S7**). Analysis of variance indicated significant general accumulation of only few metabolites, *i.e.*, 4-amino-butanoic acid (GABA), isoleucine, phenylalanine, serine, threonic acid, ribonic acid, and arabinonic acid-1,4-lactone independently of the mycorrhizal status (**Tables 2** and **S7**). AM colonization enhanced nutrient acquisition in the low-P treatment (**Tables 2** and **S7**). In addition, mycorrhization modified the root primary metabolism under low-P and high-P and caused a general decrease of the metabolite pools. Thirty-eight out of 79 monitored primary metabolite pools were decreased with only one exception besides few still non-identified metabolites, namely trehalose (**Tables 2** and **S7**). Trehalose is a major storage carbohydrate of AM fungi (Bécard et al., 1991). Mycorrhization not only decreased the main organic acids of the TCA cycle, e.g., malic acid, aconitic acid, 2-oxo-glutaric acid, succinic acid, and fumaric acid, but also many amino acids including aspartic and glutamic acid, as well as phenylalanine, glycine, serine, leucine, isoleucine and valine. In addition, mycorrhization decreased the glucose-6-phosphate, fructose-6-phosphate, *myo*-inositol, and galactinol pools and additional carbohydrates including maltose. For sorghum, the effect of P treatment on AM colonized plants was studied only. Compared to poplar, AM sorghum plants are slightly affected by the low-P treatment; we observed only a slight significant decrease of fructose-6-phosphate, glucose-6-phosphate, and phosphoric acid under low-P treatment (**Table 3**).

**Table 2:** Relative abundances of metabolites detected in poplar roots. Abundances were measured in the mycorrhized (+AM) and non-mycorrhized (-AM) poplar roots under high (hP) and low (lP) P availability.

Class	Name	log2 ratios					2-way ANOVA		
		+AM vs -AM	lP+AM vs hP+AM	lP-AM vs hP -AM	lP+AM vs lP -AM	hP +AM vs hP-AM	Effect of mycorrhization	Effect of p-availability	Effect of interaction

Acids	Aconitic acid, cis-	-1.62	-0.01	-0.17	-1.54	-1.69	**0.006**	0.863	0.934
Acids	Benzoic acid	-0.63	-0.18	0.72	-1.03	-0.13	**0.013**	0.182	**0.034**
Acids	Benzoic acid, 3,4-dihydroxy-	-0.16	-0.09	0.13	-0.27	-0.05	0.750	0.839	0.602
Acids	Benzoic acid, 4-hydroxy-	0.09	-0.10	0.83	-0.32	0.62	0.767	0.426	0.162
Acids	Citric acid	0.46	0.06	0.65	0.20	0.78	0.054	0.125	0.172
Acids	Fumaric acid	-0.87	0.25	0.34	-0.92	-0.82	**0.038**	0.325	0.814
Acids	Glutaric acid, 2-hydroxy-	-1.59	-0.28	0.58	-2.00	-1.14	**0.003**	0.546	0.420
Acids	Glutaric acid, 2-oxo-	-1.70	0.18	1.64	-2.21	-0.75	**0.009**	0.111	0.180
Acids	Glutaric acid, 3-hydroxy-3-methyl-	-0.87	-0.37	0.80	-1.41	-0.24	0.065	0.549	0.199
Acids	Isocitric acid	0.57	0.18	0.86	0.29	0.97	0.054	0.084	0.190
Acids	Lactic acid	-0.74	-0.68	1.36	-1.65	0.39	0.083	0.389	**0.013**
Acids	Malic acid	0.07	-0.21	0.72	-0.35	0.57	0.958	0.412	0.135
Acids	Malic acid, 2-isopropyl-	ND	ND	1.04	ND	ND	ND	ND	ND
Acids	Malic acid, 2-methyl-	ND	ND	0.85	ND	ND	ND	ND	ND
Acids	Pyruvic acid	0.31	0.05	0.29	0.20	0.44	0.147	0.400	0.454
Acids	Quinic acid	-0.15	-0.79	0.92	-0.98	0.72	0.895	0.723	0.092
Acids	Shikimic acid	-2.32	-0.73	0.82	-3.08	-1.53	**0.000**	0.658	**0.008**
Acids	Succinic acid	-0.85	0.04	0.72	-1.14	-0.46	**0.032**	0.212	0.552
Acids	Vanillic acid	-0.29	0.18	0.51	-0.44	-0.10	0.353	0.258	0.631
Alcohols	Benzylalcohol	-0.37	-0.09	0.95	-0.81	0.23	0.479	0.180	0.104
Amino Acids	Aspartic acid	-4.52	0.82	0.59	-4.43	-4.66	**0.000**	0.134	0.845
Amino Acids	Butanoic acid, 4-amino-	-3.03	0.68	0.51	-2.96	-3.13	**0.000**	**0.032**	0.572
Amino Acids	Glutamic acid	-2.87	1.27	-0.85	-1.88	-4.01	**0.001**	0.574	0.090
Amino Acids	Glycine	-0.92	0.44	0.63	-1.01	-0.80	**0.023**	0.112	0.736
Amino Acids	Isoleucine	-1.75	0.51	0.66	-1.81	-1.67	**0.000**	**0.041**	0.873
Amino Acids	Leucine	-1.25	-0.06	0.34	-1.44	-1.04	**0.001**	0.483	0.306
Amino Acids	Phenylalanine	-3.55	0.76	0.65	-3.51	-3.61	**0.000**	**0.048**	0.964
Amino Acids	Pyroglutamic acid	-1.45	0.24	-0.05	-1.31	-1.60	**0.001**	0.532	0.762
Amino Acids	Serine	-1.09	0.45	0.58	-1.14	-1.02	**0.000**	**0.014**	0.765
Amino Acids	Valine	-2.32	-0.09	0.78	-2.71	-1.83	**0.000**	0.224	0.118
Aromatic	Catechol	-1.33	1.43	1.85	-1.43	-1.00	0.245	0.276	0.598
N- Compounds	Ethanolamine	-0.05	-0.16	-0.02	-0.13	0.02	0.927	0.722	0.594
N- Compounds	Phenol, 2-amino-	-1.28	0.26	0.87	-1.53	-0.91	**0.019**	0.242	0.306
N- Compounds	Putrescine	0.19	0.02	0.19	0.11	0.27	0.362	0.499	0.616
N- Compounds	Pyridine, 2-hydroxy-	-0.08	-0.33	0.34	-0.41	0.25	0.803	0.872	0.161
Phenylpropanoids	Caffeic acid, cis-	0.15	0.03	0.91	-0.21	0.66	0.298	0.070	0.075
Phenylpropanoids	Caffeic acid, trans-	-0.05	0.06	1.14	-0.48	0.60	0.666	0.056	0.070
Phenylpropanoids	Cinnamic acid, 4-hydroxy-	ND	ND	0.60	ND	-0.47	ND	ND	ND
Phenylpropanoids	Epicatechin	-0.14	-0.16	0.60	-0.50	0.26	0.668	0.323	0.138
Phenylpropanoids	Ferulic acid, trans-	-0.12	0.10	0.94	-0.47	0.37	0.703	0.066	0.121
Phenylpropanoids	Quinic acid, 3-caffeoyl-, cis-	1.01	0.16	0.07	1.05	0.96	0.102	0.745	0.572
Phenylpropanoids	Quinic acid, 3-caffeoyl-, tran	0.80	0.13	0.42	0.68	0.96	0.155	0.487	0.347
Phosphates	Fructose-6-phosphate	-1.85	-0.51	-0.22	-2.01	-1.73	**0.003**	0.420	0.806
Phosphates	Glucose-6-phosphate	-2.22	-1.10	-0.43	-2.64	-1.97	**0.000**	0.065	0.453
Phosphates	myo-Inositol-phosphate	ND	ND	-1.11	-1.17	ND	ND	ND	ND
Phosphates	Phosphoric acid	-3.48	0.45	-2.86	-1.22	-4.54	**0.042**	0.634	0.468
Phosphates	Phosphoric acid monomethyl ester	-2.35	-0.39	-0.05	-2.53	-2.20	**0.001**	0.648	0.676
Polyhydroxy Acids	Arabinonic acid-1,4-lactone	-0.18	0.51	1.57	-0.52	0.53	0.914	**0.001**	**0.041**
Polyhydroxy Acids	Galactaric acid	-1.18	-0.25	0.81	-1.66	-0.60	**0.011**	0.455	0.209
Polyhydroxy Acids	Galactonic acid	-1.45	-0.63	0.64	-2.08	-0.81	**0.002**	0.963	0.100
Polyhydroxy Acids	Gluconic acid	-1.14	-0.22	1.22	-1.73	-0.29	**0.018**	0.217	0.139
Polyhydroxy Acids	Glyceric acid	-1.62	-0.28	0.20	-1.87	-1.38	**0.000**	0.900	0.238
Polyhydroxy Acids	Gulonic acid	-0.36	0.04	0.62	-0.61	-0.03	0.425	0.257	0.311
Polyhydroxy Acids	Lyxonic acid-1,4-lactone	-0.11	0.30	0.91	-0.35	0.26	0.772	0.080	0.292
Polyhydroxy Acids	Ribonic acid	-1.15	0.42	0.51	-1.19	-1.10	**0.001**	**0.048**	0.686
Polyhydroxy Acids	Saccharic acid	-1.77	0.01	1.37	-2.30	-0.94	**0.001**	0.065	**0.039**
Polyhydroxy Acids	Threonic acid	-2.04	0.50	1.05	-2.24	-1.69	**0.000**	**0.019**	0.292
Polyols	Arabitol	-1.19	-0.20	0.26	-1.42	-0.97	**0.004**	0.722	0.471
Polyols	Galactitol	-0.16	0.54	-0.46	0.33	-0.67	0.507	0.853	0.143
Polyols	Glycerol	0.17	-0.86	-0.12	-0.27	0.48	0.927	0.307	0.475
Polyols	Inositol, myo-	-2.84	0.98	0.26	-2.56	-3.28	**0.000**	0.123	0.422
Polyols	Mannitol	-0.23	0.26	-0.86	0.39	-0.74	0.896	0.895	0.468
Sugar Conjugates	Galactinol	-2.34	0.70	-0.99	-1.45	-3.14	**0.010**	0.829	0.391
Sugar Conjugates	Salicin	-0.94	0.72	1.58	-1.21	-0.35	0.193	0.137	0.275
Sugar Conjugates	Salicylic acid-glucopyranoside	-2.48	-0.06	-1.13	-1.84	-2.90	**0.038**	0.913	0.998
Sugars	Arabinose	-1.21	-0.18	0.38	-1.48	-0.92	**0.008**	0.776	0.575
Sugars	Fructose	0.65	0.30	> 0.01	0.79	0.49	0.300	0.769	0.986
Sugars	Galactose	0.22	-0.38	0.64	-0.26	0.75	0.984	0.813	0.615
Sugars	Glucose	0.18	0.23	-0.23	0.41	-0.05	0.728	0.791	0.941
Sugars	Glucose, 1,6-anhydro-, beta-	-0.75	-0.13	0.70	-1.13	-0.29	**0.001**	0.076	**0.018**
Sugars	Maltose	-1.35	0.36	0.85	-1.55	-1.05	**0.006**	0.139	0.622
Sugars	Mannose	0.05	-0.68	-0.03	-0.32	0.33	0.800	0.791	0.866
Sugars	Raffinose	-1.59	1.23	-4.14	2.12	-3.25	0.602	0.766	0.173
Sugars	Rhamnose	-1.00	-0.04	0.48	-1.24	-0.72	**0.009**	0.674	0.351
Sugars	Ribose	-1.96	0.13	0.89	-2.28	-1.52	**0.001**	0.258	0.258
Sugars	Sucrose	0.10	-0.02	0.11	0.04	0.17	0.534	0.669	0.658
Sugars	Trehalose, alpha,alpha’-	1.20	-0.49	-0.18	1.03	1.33	**0.046**	0.883	0.841
Sugars	Xylose	-0.50	-0.12	0.94	-0.95	0.10	0.639	0.526	0.363
Sugars	Xylulose	ND	ND	1.14	-2.36	ND	ND	ND	ND

Data was log transformed and tested by y 2-way analysis of variance (ANOVA) (p < 0.05, n = 3) in MeV v4.9 (http://www.tm4.org/mev.html). Significant p-values are highlighted in bold. Log2 values >1 and <-1 are color-marked (blue and orange, respectively) if p < 0.05.

**Table 3:** Relative abundances of metabolites detected in sorghum roots. Abundances were measured in the mycorrhized (+AM) sorghum roots under high (hP) and low (lP) P availability.

Class	Name	log2 ratios	2-way ANOVA
		lP+AM vs hP+AM	Effect of p-availability
Acids	Aconitic acid, cis-	0.31	**0.04**
Acids	Benzoic acid	0.97	0.51
Acids	Benzoic acid. 3,4-dihydroxy-	0.63	0.22
Acids	Benzoic acid, 4-hydroxy-	0.98	0.51
Acids	Citric acid	1.30	0.51
Acids	Fumaric acid	1.34	0.51
Acids	Glutaric acid, 2-hydroxy-	1.44	**0.04**
Acids	Glutaric acid, 2-oxo-	0.97	0.51
Acids	Glutaric acid, 3-hydroxy-3-methyl-	ND	ND
Acids	Isocitric acid	1.29	0.51
Acids	Lactic acid	2.08	0.13
Acids	Malic acid	1.19	0.83
Acids	Malic acid, 2-isopropyl-	ND	ND
Acids	Malic acid, 2-methyl-	ND	ND
Acids	Pyruvic acid	1.10	0.51
Acids	Quinic acid	1.22	0.83
Acids	Shikimic acid	1.71	0.28
Acids	Succinic acid	2.21	0.51
Acids	Vanillic acid	1.10	0.83
Alcohols	Benzylalcohol	1.18	0.51
Amino Acids	Aspartic acid	1.97	0.51
Amino Acids	Butanoic acid, 4-amino-	2.32	0.28
Amino Acids	Glutamic acid	1.30	0.51
Amino Acids	Glycine	1.03	0.83
Amino Acids	Isoleucine	1.05	0.83
Amino Acids	Leucine	1.13	0.22
Amino Acids	Phenylalanine	1.13	0.83
Amino Acids	Pyroglutamic acid	0.91	0.28
Amino Acids	Serine	1.01	0.51
Amino Acids	Valine	1.14	0.83
Aromatic	Catechol	ND	ND
N- Compounds	Ethanolamine	1.11	0.83
N- Compounds	Phenol, 2-amino-	ND	ND
N- Compounds	Putrescine	1.08	0.83
N- Compounds	Pyridine, 2-hydroxy-	1.15	0.83
Phenylpropanoids	Caffeic acid, cis-	ND	ND
Phenylpropanoids	Caffeic acid, trans-	1.22	0.28
Phenylpropanoids	Cinnamic acid, 4-hydroxy-, trans-	1.19	0.83
Phenylpropanoids	Epicatechin	2.13	0.51
Phenylpropanoids	Ferulic acid, trans-	ND	ND
Phenylpropanoids	Quinic acid, 3-caffeoyl-, cis-	1.48	0.83
Phenylpropanoids	Quinic acid, 3-caffeoyl-, trans-	7.08	0.22
Phosphates	Fructose-6-phosphate	0.63	**0.04**
Phosphates	Glucose-6-phosphate	0.61	**0.04**
Phosphates	myo-Inositol-phosphate	ND	ND
Phosphates	Phosphoric acid	0.69	**0.04**
Phosphates	Phosphoric acid monomethyl ester	0.75	0.28
Polyhydroxy Acids	Arabinonic acid-1,4-lactone	ND	ND
Polyhydroxy Acids	Galactaric acid	0.73	0.28
Polyhydroxy Acids	Galactonic acid	1.06	0.83
Polyhydroxy Acids	Gluconic acid	0.70	0.51
Polyhydroxy Acids	Glyceric acid	1.34	0.22
Polyhydroxy Acids	Gulonic acid	ND	ND
Polyhydroxy Acids	Lyxonic acid-1,4-lactone	1.50	0.83
Polyhydroxy Acids	Ribonic acid	1.12	0.51
Polyhydroxy Acids	Saccharic acid	1.34	0.51
Polyhydroxy Acids	Threonic acid	0.94	0.83
Polyols	Arabitol	0.53	0.28
Polyols	Galactitol	2.07	0.51
Polyols	Glycerol	1.08	0.83
Polyols	Inositol, myo-	1.26	0.83
Polyols	Mannitol	0.71	0.51
Sugar Conjugates	Galactinol	1.67	0.28
Sugar Conjugates	Salicin	1.05	0.51
Sugar Conjugates	Salicylic acid-glucopyranoside	ND	ND
Sugars	Arabinose	1.06	0.51
Sugars	Fructose	0.86	0.83
Sugars	Galactose	1.71	0.51
Sugars	Glucose	1.47	0.83
Sugars	Glucose, 1,6-anhydro-, beta-	1.09	0.51
Sugars	Maltose	2.33	0.22
Sugars	Mannose	ND	ND
Sugars	Raffinose	1.21	0.83
Sugars	Rhamnose	0.54	0.05
Sugars	Ribose	1.48	0,51
Sugars	Sucrose	1.18	0.51
Sugars	Trehalose, alpha,alpha’-	0.93	0.83
Sugars	Xylose	2.44	0.51
Sugars	Xylulose	2.17	1.00

Data was log transformed and tested by Wilcoxon rank sum test (p < 0.05, n = 3) in MeV v4.9 (http://www.tm4.org/mev.html). Significant p-values are highlighted in bold. Log2 values >1 are color-marked in blue if p < 0.05.

## Discussion

In this study, we described the effects of P supply and AM colonization on PTs, AMTs, carbohydrate transporters and lipid genes in poplar and sorghum, and in the ERM and IRM of the AM fungus *R. irregularis*.

### Differential Resource Allocation in the Common Mycorrhizal Network

In the symbiocosm, we observed disequilibrium in fungal DEG patterns according to sorghum and poplar symbiotic tissues in response to high-P concentration supplied to ERM. Sorghum is an annual grass with a C4 metabolism, and poplar a perennial tree with a C3 metabolism. The fungal transportome in the fast growing Poaceae is always more important than in poplar in any given P concentration. It has been shown that the fungus is able to adapt its resource allocation to the best symbiont available (Fellbaum et al., 2014; Whiteside et al., 2019). Our data provide same conclusion at the transcriptomic level. However, we have no information about the extent of the ERM developed from roots of each of the two host plants, so differences observed between the two hosts may depend also on a differential ability of the symbiont to form functional ERM. Anyway, we could hypothesize that the perennial poplar plant is less mycorrhiza-dependent than the annual sorghum.

### Symbiotic Phosphorus Exchange

In our study, we confirmed the expression of *PtPT1.10* in Poplar AM roots only (**Figure S3**) as already reported (Loth-Pereda et al., 2011). In addition, *PtPT1.8* was also expressed in AM roots only. In sorghum roots, AM colonization induced the specific expression of *SbPT1.8*, *SbPT1.10* and partially of *SbPT1.11* (**Figure S5**). The specific induction of *PtPT1.8* and *PtPT1.10* in poplar and of *SbPT1.8*, *SbPT1.10* in sorghum upon mycorrhization strongly suggested that there is a symbiosis-dependent Pi uptake system. In *M. truncatula*, it has been shown that *MtPT4* is specifically expressed in the periarbuscular membrane (Harrison et al., 2002). The specific induction of *PtPT1.8* and *PtPT1.10* in poplar and of *SbPT1.8*, *SbPT1.10* in sorghum suggested that these transporters are localized at the periarbuscular membrane (**Figure 6**).

**Figure 6:**
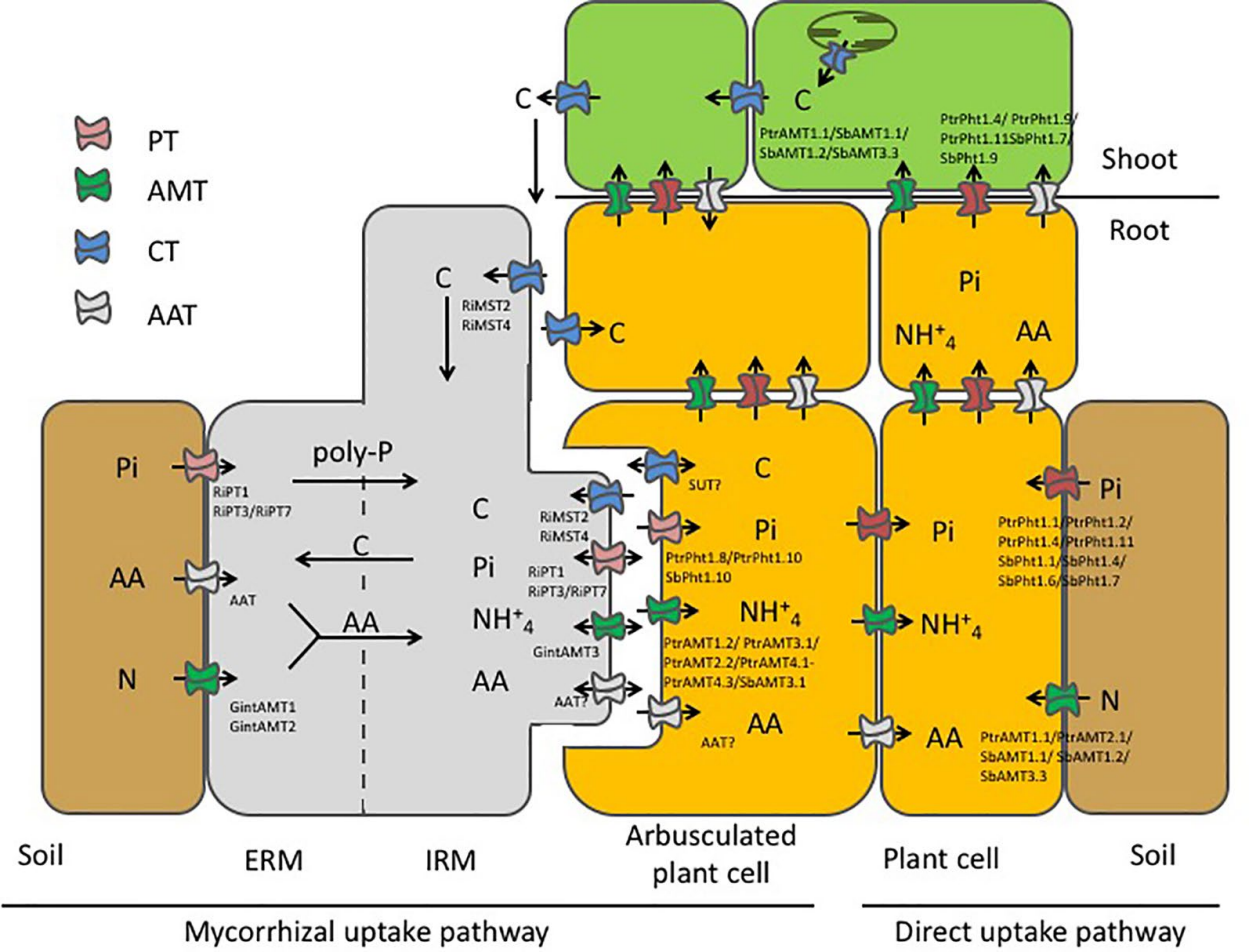
Schematic representation of the mycorrhizal nutrient uptake pathway and the direct nutrient uptake pathway in our model systems poplar and sorghum when colonized by *R. irregularis*. In the direct uptake pathway (right hand side) nutrients, *i.e.* inorganic phosphate (Pi) and nitrogen (N) are taken up from the rhizosphere by phosphate transporters (PT) and ammonium transporters (AMT) and are transported to the shoot. In symbiotic interaction, the AMF partially takes over nutrition of the plant. Nutrients are taken up by specialized transporters in the extraradical mycelium (ERM) and are further transported to the intraradical mycelium (IRM) where they are transferred to the periarbuscular space, to be taken up by plant transporters. N has been suggested to be additionally taken up from the soil in form of amino acids (AA) by predicted amino acid transporters (AAT). In exchange for the transfer of the mineral nutrients the mycorrhizal fungus is rewarded with essential carbohydrates from the plant. As some transporters were specifically induced by mycorrhization a possible localization at the periarbuscular membrane was assumed for the plant transporters. High induction of mycorrhizal transporters in the IRM compared to the extraradical mycelium ERM suggest that these transporters are mainly involved in nutrient exchange at the symbiotic interface. The reality is probably much more complex, with reuptake of nutrients (double-headed arrow) at the biotrophic interface, allowing both partners to, at least partially, control the exchanges.

On the fungal side, the PTs of *R. irregularis* were expressed in the ERM and in the IRM of poplar and sorghum roots. The high affinity transporter *RiPT1* was previously found to be regulated in the ERM by external Pi concentration (Maldonado-Mendoza et al., 2001) and expressed at the arbuscular side (Fiorilli et al., 2013). Here, *RiPT1* was up-regulated by external low-P concentrations in the ERM but also in the IRM. High expression of *RiPT1* suggests that *RiPT1* is the main transporter for Pi uptake and symbiotic Pi transfer in our conditions. Maldonado-Mendoza et al. (2001) predicted the existence of other PTs operating at high external P concentrations. Indeed, *RiPT3* and *RiPT7* were expressed but not affected by the nutrient conditions in the ERM. It might be that higher Pi concentrations are needed to increase expression of these possible high affinity transporters. Clearly, *RiPT3* and *RiPT7* were induced in the IRM with sorghum, with a similar tendency in poplar, suggesting that they participate also in Pi transfer/exchanges in the symbiosis.

### P-Dependent Regulation of Phosphate Transporter Expression

Low-P conditions induced expression of *PtPT1.1*, *PtPT1.2*, *PtPT1.4*, and *PtPT1.11* in poplar roots, showing that expression and regulation of PTs is dependent on Pi availability (**Figure S3**). In the mycorrhizal microcosm, the only Pi source was the AM fungal symbiont, and the absence of a direct Pi source further increased expression of these four transporters. As we still observed a Pi-dependent regulation of transporter expression, our data suggest that these PTs are regulated by external and internal Pi-concentrations and are regulated independently by the mycorrhizal pathway. Increased expression of PTs in low-P condition further suggests that the AM fungus supplies the host plant with more Pi if the fungus itself has increased access to Pi. By regulating these PTs independently poplar ensures a P nutrition uncoupled from the AM symbiont. Symbiosis-independent P-nutrition is necessary for perennial plants as mycorrhizal abundance varies in nature with the seasons (Courty et al., 2008; Dumbrell et al., 2011).

The fact that *PtPT1.2*, *PtPT1.4*, and *PtPT1.11* expression was also induced upon P-limiting conditions in the shoots suggests that they function in Pi uptake at the root-soil interface as well as in intercellular distribution and translocation of Pi from root to shoot. *PtPT1.9* was mainly expressed in the shoot, which suggests that it is mainly responsible for Pi allocation in the shoots.

Sorghum on the other hand turned out to be more mycorrhiza-dependent than poplar. Under mycorrhization PTs were equally low expressed as under a non-mycorrhizal high-P condition, indicating that the AM fungus was able to cover the Pi needs of sorghum. Induction of PT in the shoots in the non-mycorrhizal low-P condition further showed that the plant suffered of P deficiency and therefore probably reallocated Pi from old leaves (source) to young leaves (sink). The stronger dependency of sorghum to the AM fungus was also indicated by Pi-accumulation in mycorrhizal and non-mycorrhizal sorghum (**Figure S2**).

### Symbiotic Nitrogen Exchange

As symbiotic N transfer is also an important aspect of AM symbiosis we analyzed the effects of mycorrhization and Pi availability on plant and AM fungal AMT expression (**Figure 6**). P-content has a stronger effect on poplar N contain than mycorrhization. Sorghum N nutrition is not affected by Pi availability. In poplar, mycorrhization induced expression of three AMTs. Our results are supported by previous studies which showed that *PtAMT1.1* and *PtAMT1.2* were mycorrhiza-inducible when poplar was mycorrhiza, suggesting a sensor role l with the ectomycorrhizal fungi *P. involutus* (Couturier et al., 2007) and *A. muscaria* (Selle et al., 2005) (**Figure S6**). In addition, we found that *AMT3.1* is as well a mycorrhiza-inducible transporter in the roots, which is in contrast to the data of Couturier et al. (2007) who detected *PtAMT3.1* solely in senescing leaves. In shoots, the expression of *PtAMT1.1* is mediated by Pi availability under mycorrhizal conditions. Further, increased expression of *PtAMT1.2* and *PtAMT3.1* suggests an increased ammonium transfer when the fungal needs of Pi are accomplished. Analysis of the transcriptome dataset revealed that *PtAMT4.1*, *PtAMT4.2*, and *PtAMT4.3* were also induced upon mycorrhization independently from the P supply of the fungus as it was the case in our previous study where mycorrhizal poplar was set under N stress (Calabrese et al., 2017).

As there is an ongoing debate on whether amino acids as an organic N source can be taken up by AM fungi and transferred from the fungus to the plant (reviewed in Hodge and Storer, 2015) we screened the transcriptome data of poplar and identified several amino acid transporters and H^+^/oligopeptide symporters that were either induced or repressed upon mycorrhization (**Table S3**). Specific induction of amino acid transporters and one of the H^+^/oligopeptide transporters indicate that amino acids are transferred from the AM fungus to the plant as an alternative N source. However, our metabolome analysis on mycorrhizal and non-mycorrhizal poplar roots showed that mycorrhization reduced the abundance of most metabolites including amino acids in the colonized roots tissue (**Tables 2** and **S7**), suggesting high rates of metabolic turnover by the fungus or the host roots or, alternatively, transport to the shoots. Interestingly, an accumulation of relevant metabolites might be detectable in the shoots as it was demonstrated by Whiteside et al. (2012) for the amino acids phenylalanine, lysine, asparagine, arginine, histidine, cysteine, methionine, and tryptophan with quantum dot analysis.

In the well-established mycorrhizal symbiosis described here, *GintAMT3* was significantly induced in the IRM in both hosts, poplar and sorghum (**Figure 4**), indicating a major participation of this transporter in the exchanges of ammonium at the arbuscule (Calabrese et al., 2017). High *GinAMT2* expression levels independent of Pi-supply and localization in the ERM and IRM indicate that it is a low affinity transporter for ammonium. Moreover, *GinAMT2* displays high sequence similarity to *GintAMT3* which is a low affinity transporter (Calabrese et al., 2017). *GintAMT1* on the other hand, a high affinity transporter, was expressed at low levels in the ERM and IRM independent of the P availability. Together, these findings indicate that GintAMT1 and *GintAMT2* are mainly involved in the uptake of ammonium in the ERM and in the IRM, and that GintAMT3 is mainly involved in the exchanges/competition of/for ammonium at the biotrophic interface between the AMF and its host plant.

In sorghum, only *SbAMT3.1* was induced in mycorrhizal roots (**Figure S7**). In contrast to Koegel et al. (2013)*SbAMT4* was not expressed in our experimental conditions. Induced expression of *SbAMT1.1* and *SbAMT1.2* in the low-P condition suggests that upon sensing of nutrient stress the plant activates a general nutrient uptake program to avoid running short on one or more essential nutrients. In addition our data show that regulation of sorghum AMTs is less mycorrhiza-dependent than nutrient-dependent. Under mycorrhization the plant is supplied with sufficient P and N to keep the P and N level constant within the plant. This scenario may explain the unchanged expression of the SbAMTs. Interestingly, mycorrhization induced expression of *SbAMT1.1* and *SbAMT1.2* in the shoots in low-P and of *SbAMT3.3* in high-P conditions. An increased translocation rate of ammonium from root to shoot upon mycorrhization may be a possible explanation. Moreover, *SbAMT1.1* and *SbAMT1.2* expression levels have a tendency to be also concentration dependent. Strong induction of *SbAMT3.3* in the shoots indicated an increased ammonium flux during high-P and mycorrhizal condition.

### Symbiotic Carbon Exchange

In order to shed some light on symbiotic carbon exchange we used qRT-PCR and mRNA-Seq analysis to identify possible transporters that enable carbohydrate transport from the plant to the fungus. Interestingly, quantitative RT-PCR expression analysis and mRNA-Seq analysis revealed downregulation of carbohydrate transporters in poplar (**Figure S8** and **Figure 6**) and sorghum (**Figure S9**), which might indicate that carbohydrates are actively sequestered by the fungus. But we also identified two carbohydrate transporters induced upon mycorrhization (**Table S3**). The UDP-galactose transporters are intracellular transporters situated in the cisternae of the Golgi lumen where UDP-galactose is used for synthesis of non-cellulosic polysaccharides and glycoproteins (Norambuena et al., 2002). Only recently, it was shown that they also transport rhamnose (Rautengarten et al., 2014). In the Golgi-network and the early endosome the newly synthesized proteins are sorted either for the secretion to the plasma membrane, the extracellular matrix or for degradation (Feraru et al., 2012; Brandizzi and Barlowe, 2013; McFarlane et al., 2014). Induced expression of UDP-galactose therefore indicates an increased transport activity of proteins to colonized cells which goes along with increased plasma membrane synthesis. In *M. truncatula*, it has been shown that arbuscule development goes along with the synthesis of the periarbuscular membrane which is distinct from the plasma membrane (Pumplin and Harrison, 2009). Further it has been shown that AM-induced transporters are specifically directed to the periarbuscular membrane and an involvement of the trans-Golgi for PT has been implicated (Pumplin et al., 2012). The other transporter induced upon mycorrhization is a SUT/spinster transmembrane protein, a member of the major facilitator proteins, which makes it a candidate for being localized at the cell membrane eventually stimulating carbohydrate transport to the AM symbiont.

Interesting is also that a glucose-6-phosphate/phosphate and phosphoenolpyruvate/phosphate antiporter was induced. Glucose-6 phosphate/phosphate antiporters are normally expressed in non-green plastids and serves as carbohydrate importer. In amyloplasts glucose-6 phosphate/phosphate antiporters are located at the site of starch and fatty acids synthesis (Kammerer et al., 1998; Flügge, 2001). Phosphoenolpyruvate/phosphate antiporter mediates the transport of the transport of Phosphoenolpyruvate into the organelles as in amyloplasts, for the synthesis of aromatic amino acids and several secondary compounds. Increased activity of this transporter suggests a decrease of freely available sugars, of storing starch and of aromatic amino acids synthesis. These results shed light the link between carbon, phosphorus, but also N.

In the AM fungi *G. pyriformis* and *R. irregularis* several carbohydrate transporters were identified. For GpMST1 and RiMST2, it was shown that they specifically transport monosaccharides. *RiMST2* was found to be expressed at the arbuscular site and in the intraradical hyphae (Schüßler et al., 2006; Helber et al., 2011). Helber et al. (2011) proposed a model in which the absorbed sugars might derive from cell wall degradation but this is contradictory to previous observations in which carbohydrate transfer varied with the source strength of the host plant (Olsson et al., 2010; Fellbaum et al., 2014; Zhang et al., 2015). We demonstrated that RiMST2 was induced in the IRM of its host plants poplar (**Figure 3**) and sorghum (**Figure 3**) and that its expression level remained unchanged by Pi availability. The metabolome analysis revealed further that mycorrhization significantly decreased the abundance of monosaccharides (i.e. glucose, rhamnose and ribose) in AM poplar roots. In AM fungi it has been shown that hexoses received from the host plants are transformed to glycogen, trehalose. Our observations are consistent with these findings that monosaccharides are taken up mainly by RiMST2 from the apoplast, converted into disaccharides (*i.e.* trehalose) for transport and hydrolyzed in the ERM into monosaccharides, ready for direct usage or for storage. The mycorrhizal-dependent downregulation of carbohydrate transporters and monosaccharide abundance in poplar roots, along with reduced RiMST2 expression at the arbuscular site and in the IRM suggests that the fungus actively sequesters the sugars on its own demand.

Taken together our data suggest that the plant strictly regulates carbohydrate allocation on mycorrhizal roots. With the Sugar transporter/spinster transmembrane protein a possible candidate for symbiotic carbon transfer from the plant to the periarbuscular space is found. The fungus may take up sugars from there by RiMST2.

AMF are fatty acid (FA) auxotrophs as their fatty acids are provided by their host plant (McLean et al., 2017). To date, mechanisms of FA transport are unknown. We observed that fungal lipid metabolism is highly expressed in the IRM. While many lipases, elongases, and desaturases are expressed both in the ERM and IRM, they might play a role in the storage and use of triglycerides in lipid droplets. However, their over-expression *in planta* could be a clue of the recovering process of FA from the plant.

## Conclusion

Here, we demonstrated that mycorrhization leads to specific induction of a variety of transporters. As P and N are key elements of mycorrhizal symbiosis, we tested the expression of PT and AMT and show that mycorrhization specifically induces expression of a selection of PT and AMTs in poplar and in sorghum. Further, we identified one carbohydrate transporter specifically induced in mycorrhizal root tissue that might be a possible candidate for symbiotic carbon exchange. By contrast, other carbohydrate transporters were down-regulated upon mycorrhization indicating that the plant may not volunteer provision of carbohydrates in exchange for mineral nutrients. We further showed that some nutrient transporters are more strongly expressed in the IRM compared to the ERM, which indicates that they are directly involved in nutrient transfer at the arbuscular membrane or, as in the case of MST, in nutrient uptake into the intraradical hyphae (**Figure 6**). Nevertheless, despite its importance, the release of major nutrients taken up by the ERM into the root apoplasm occurs through widely unknown mechanisms, which must include the differentiation and polarization of the fungal membrane transport functions. Transport processes across the polarized membrane interfaces are of major importance in the functioning of the established mycorrhizal association as the symbiotic relation is based on an apparent ‘fair-trade’ between fungus and host plant. PTs and AMTs are active transporters and they are able to transport nutrients against the direction of concentration gradients using electrochemical potential differences build up by proton-pumping ATPases. In fact, the reality is probably much more complex, with reuptake of nutrients at the biotrophic interface allowing both partners to, at least partially, control the exchanges (**Figure 6**).

In agriculture, vast amounts of mineral fertilizers are applied to the field to increase crop yield. Indeed, the amount of applied fertilizer might actually exceed the plant needs for mineral nutrients. Collecting data such as ours will help to further deepen our understanding of the plant-AM symbiosis and may lead to development of a more sustainable agriculture with a reduced fertilizer input and improved adaptation to changing environmental conditions.

## Data Availability Statement

Raw RNAseq data and global mapping data analyses were deposited at GEO (GSE138316).

## Author Contributions

SC made the major part of the experiments. AS and LC made in silico analysis. JK and AE performed metabolite analysis. All co-authors participated in writing.

## Funding

This project was supported by the Swiss National Science Foundation (grants no. PZ00P3_136651 to P-EC and no. 127563 to TB). The authors thank the following Institutions for financial support: the Burgundy Franche Comté Regional Council, the division of Plant Health and Environment of the French National Institute for Agricultural Research (INRA).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Imbalanced Regulation of Fungal Nutrient Transports According to Phosphate Availability in a Symbiocosm Formed by Poplar, Sorghum, and Rhizophagus irregularis
**Source:** Front Plant Sci. 2019 Dec 12;10:1617. doi: 10.3389/fpls.2019.01617
**Supplement:** Table S2 — Percentage of colonized P. trichocarpa and S. bicolor roots colonized by R. irregularis. Statistical analysis was performed on six biological replicates by T.TEST (p<0.05) for each plant species. Significant differences are indicated by lower case letters.

| Plant                 | Treatment | Arbuscule       |      |                 |     |                 |      |  |
|-----------------------|-----------|-----------------|------|-----------------|-----|-----------------|------|--|
|                       |           | Hyphae (%)      |      | Vesicle (%)     |     |                 |      |  |
| <i>P. trichocarpa</i> | low Pi    | 79 <sup>a</sup> | ± 10 | 34 <sup>a</sup> | ± 8 | 10 <sup>a</sup> | ± 8  |  |
|                       | high Pi   | 87 <sup>a</sup> | ± 6  | 34 <sup>a</sup> | ± 8 | 9 <sup>a</sup>  | ± 4  |  |
| <i>S. bicolor</i>     | low Pi    | 94 <sup>a</sup> | ± 5  | 16 <sup>a</sup> | ± 7 | 37 <sup>a</sup> | ± 11 |  |
|                       | high Pi   | 93 <sup>a</sup> | ± 5  | 5 <sup>b</sup>  | ± 5 | 43 <sup>a</sup> | ± 17 |  |

# Supplementary material for: Imbalanced Regulation of Fungal Nutrient Transports According to Phosphate Availability in a Symbiocosm Formed by Poplar, Sorghum, and Rhizophagus irregularis
**Source:** Front Plant Sci. 2019 Dec 12;10:1617. doi: 10.3389/fpls.2019.01617
**Supplement:** Table S3 — Differentially expressed amino acid and carbohydrate transporters in P. trichocarpa. Significant p-values (p<0.05) are highlighted in bold.

| Gene ID          | kogid   | kogdefine                                   | kogClass                                     | kogGroup   | TAIR10    | TAIR10_define                                     | Mean number of reads |        |         |         |        |        | log2 fold change |                |                |                |                |                |                |            | padj           |                |                |                |                |                |  |  |
|------------------|---------|---------------------------------------------|----------------------------------------------|------------|-----------|---------------------------------------------------|----------------------|--------|---------|---------|--------|--------|------------------|----------------|----------------|----------------|----------------|----------------|----------------|------------|----------------|----------------|----------------|----------------|----------------|----------------|--|--|
|                  |         |                                             |                                              |            |           |                                                   | +AM                  | -AM    | IP +AM  | hP +AM  | IP -AM | hP -AM | +AM vs -AM       | +P-Gi vs -P-Gi | +P-Gi vs +P+Gi | +P+Gi vs -P-Gi | +P+Gi vs -P+Gi | -P+Gi vs +P-Gi | -P+Gi vs -P-Gi | +AM vs -AM | +P-Gi vs -P-Gi | +P-Gi vs +P+Gi | +P+Gi vs -P-Gi | +P+Gi vs -P+Gi | -P+Gi vs +P-Gi | -P+Gi vs -P-Gi |  |  |
| Potri.004G111400 | KOG1305 | Amino acid transporter protein              | Amino acid transport and metabolism          | METABOLISM | At3g30390 | Transmembrane amino acid transporter family prote | 9132,2               | 4260,3 | 7247,8  | 10175,9 | 4790,7 | 4131,3 | -1,1             | 0,2            | 1,3            | 1,1            | -0,4           | 0,9            | 0,7            | 0,000      | 0,916          | 0,001          | 0,002          | 0,615          | 0,016          | 0,047          |  |  |
| Potri.001G007300 | KOG1287 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At3g13620 | Amino acid permease family protein                | 2422,2               | 1284,3 | 2132,1  | 2488,3  | 1372,6 | 1315,6 | -0,9             | 0,0            | 0,9            | 1,0            | -0,2           | 0,7            | 0,8            | 0,002      | 0,991          | 0,096          | 0,000          | 0,803          | 0,241          | 0,008          |  |  |
| Potri.001G335200 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g40780 | lysine histidine transporter 1                    | 174,8                | 23,3   | 130,6   | 202,4   | 25,0   | 23,4   | -2,6             | 0,0            | 2,5            | 2,8            | -0,4           | 2,0            | 2,1            | 0,000      | 0,990          | 0,000          | 0,000          | 0,731          | 0,006          | 0,000          |  |  |
| Potri.001G335300 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g40780 | lysine histidine transporter 1                    | 12148,7              | 5498,0 | 13220,6 | 9941,8  | 5871,3 | 5636,1 | -1,1             | 0,0            | 0,9            | 0,8            | 0,4            | 1,2            | 1,2            | 0,000      | 0,990          | 0,017          | 0,023          | 0,682          | 0,007          | 0,006          |  |  |
| Potri.002G078300 | KOG1289 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g01170 | bidirectional amino acid transporter 1            | 301,7                | 102,0  | 311,0   | 264,1   | 134,6  | 79,1   | -1,5             | 0,5            | 1,6            | 1,1            | 0,2            | 1,8            | 1,2            | 0,000      | 0,646          | 0,001          | 0,000          | 0,869          | 0,002          | 0,006          |  |  |
| Potri.002G079500 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At1g77380 | amino acid permease 3                             | 1037,3               | 130,3  | 1294,1  | 682,4   | 182,0  | 91,6   | -2,5             | 0,7            | 2,5            | 1,8            | 0,5            | 3,0            | 2,3            | 0,000      | 0,553          | 0,000          | 0,000          | NA             | 0,000          | 0,000          |  |  |
| Potri.003G138100 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g41800 | Transmembrane amino acid transporter family prote | 721,7                | 294,8  | 603,1   | 773,9   | 427,4  | 191,9  | -1,2             | 0,8            | 1,9            | 0,9            | -0,3           | 1,6            | 0,6            | 0,002      | 0,278          | 0,000          | 0,020          | 0,795          | 0,002          | 0,284          |  |  |
| Potri.008G036300 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g39130 | Transmembrane amino acid transporter family prote | 165,8                | 471,0  | 203,8   | 112,3   | 626,3  | 362,2  | 1,4              | 0,6            | -1,4           | -2,1           | 0,7            | -0,6           | -1,4           | 0,000      | 0,588          | 0,014          | 0,000          | 0,336          | 0,294          | 0,000          |  |  |
| Potri.010G221900 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g19500 | Tryptophan/tyrosine permease                      | 112,2                | 34,3   | 110,0   | 103,8   | 39,7   | 32,6   | -1,6             | 0,2            | 1,6            | 1,4            | 0,1            | 1,7            | 1,5            | 0,000      | 0,920          | 0,000          | 0,000          | 0,956          | 0,003          | 0,002          |  |  |
| Potri.010G226000 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g39130 | Transmembrane amino acid transporter family prote | 3799,5               | 1519,8 | 2992,1  | 4257,2  | 1615,2 | 1565,4 | -1,3             | 0,0            | 1,4            | 1,5            | -0,4           | 1,0            | 1,0            | 0,000      | 0,995          | 0,001          | 0,000          | 0,569          | 0,072          | 0,004          |  |  |
| Potri.013G030900 | KOG1286 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At4g21120 | amino acid transporter 1                          | 816,5                | 187,7  | 658,0   | 899,8   | 200,9  | 192,1  | -2,0             | 0,0            | 2,2            | 2,2            | -0,3           | 1,6            | 1,6            | 0,000      | 0,985          | 0,000          | 0,000          | 0,795          | 0,005          | 0,002          |  |  |
| Potri.002G258700 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At5g46050 | peptide transporter 3                             | 2477,2               | 543,7  | 1762,0  | 2965,7  | 790,6  | 351,7  | -1,8             | 0,5            | 2,4            | 1,8            | -0,5           | 1,8            | 1,1            | 0,000      | 0,715          | 0,000          | 0,000          | 0,579          | 0,017          | 0,065          |  |  |
| Potri.002G258900 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At5g46050 | peptide transporter 3                             | 77,5                 | 1,2    | 71,8    | 76,1    | 1,1    | 1,3    | -4,3             | 0,0            | 3,4            | 3,3            | 0,0            | 3,7            | 3,8            | 0,000      | NA             | NA             | NA             | 0,983          | 0,000          | 0,000          |  |  |
| Potri.005G233500 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At3g54140 | peptide transporter 1                             | 702,2                | 11,7   | 724,8   | 614,6   | 11,4   | 12,8   | -5,1             | -0,1           | 4,1            | 4,5            | 0,1            | 4,8            | 5,2            | 0,000      | 0,968          | 0,000          | 0,000          | 0,922          | 0,000          | 0,000          |  |  |
| Potri.010G068100 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At5g46050 | peptide transporter 3                             | 1367,5               | 371,7  | 1243,4  | 1364,7  | 322,6  | 453,6  | -1,8             | -0,4           | 1,6            | 2,1            | -0,1           | 1,4            | 1,9            | 0,000      | 0,773          | 0,000          | 0,000          | 0,944          | 0,022          | 0,000          |  |  |
| Potri.001G286600 | KOG1330 | Sugar transporter/spinster transmembrane    | Carbohydrate transport and metabolism        | METABOLISM | At5g64500 | Major facilitator superfamily protein             | 1303,7               | 636,3  | 1483,6  | 1001,3  | 726,2  | 606,4  | -1,0             | 0,2            | 0,8            | 0,6            | 0,5            | 1,3            | 1,1            | 0,000      | 0,877          | 0,040          | 0,076          | 0,540          | 0,002          | 0,003          |  |  |
| Potri.001G111000 | KOG1582 | UDP-galactose transporter related protein   | Carbohydrate transport and metabolism        | METABOLISM | At4g23010 | UDP-galactose transporter 2                       | 1253,2               | 549,0  | 1435,1  | 953,9   | 587,1  | 562,1  | -1,1             | 0,0            | 0,8            | 0,8            | 0,5            | 1,4            | 1,4            | 0,000      | 0,984          | 0,022          | 0,001          | 0,496          | 0,002          | 0,000          |  |  |
| Potri.010G194100 | KOG4852 | Glucose-6-phosphate/phosphate and phosph    | Carbohydrate transport and metabolism ;Amino | METABOLISM | At3g11320 | Nucleotide-sugar transporter family protein       | 5671,2               | 3045,8 | 6615,1  | 4195,6  | 3722,3 | 2662,1 | -0,8             | 0,4            | 0,7            | 0,3            | 0,5            | 1,2            | 0,8            | 0,040      | 0,789          | 0,016          | 0,505          | NA             | 0,056          | 0,195          |  |  |
| Potri.002G112100 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g49630 | amino acid permease 6                             | 271,7                | 935,0  | 293,8   | 224,7   | 733,3  | 1218,3 | 1,7              | -0,5           | -2,0           | -1,4           | 0,3            | -1,7           | -1,1           | 0,000      | 0,721          | 0,000          | 0,000          | 0,685          | 0,002          | 0,007          |  |  |
| Potri.002G137000 | KOG1286 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At1g05940 | cationic amino acid transporter 9                 | 1061,3               | 1601,5 | 896,2   | 1128,0  | 1699,1 | 1652,4 | 0,6              | 0,0            | -0,4           | -0,4           | -0,3           | -0,7           | -0,7           | 0,000      | 0,992          | 0,077          | 0,004          | 0,707          | 0,066          | 0,019          |  |  |
| Potri.004G172800 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g21050 | like AUXIN RESISTANT 2                            | 134,0                | 348,0  | 120,8   | 134,6   | 341,3  | 386,3  | 1,3              | -0,2           | -1,3           | -1,1           | -0,1           | -1,4           | -1,2           | 0,000      | 0,905          | 0,001          | 0,003          | 0,936          | 0,009          | 0,011          |  |  |
| Potri.008G017100 | KOG1286 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g04770 | cationic amino acid transporter 6                 | 47,7                 | 149,5  | 37,8    | 52,6    | 117,9  | 193,9  | 1,5              | -0,4           | -1,4           | -1,0           | -0,3           | -1,8           | -1,4           | 0,000      | 0,788          | 0,038          | 0,005          | 0,754          | 0,007          | 0,000          |  |  |
| Potri.008G066400 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g38120 | Transmembrane amino acid transporter family prote | 83,3                 | 158,0  | 52,8    | 106,4   | 185,3  | 145,8  | 0,9              | 0,2            | -0,3           | -0,6           | -0,8           | -1,2           | -1,5           | 0,015      | 0,867          | 0,567          | 0,109          | 0,181          | 0,019          | 0,000          |  |  |
| Potri.010G191000 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At2g38120 | Transmembrane amino acid transporter family prote | 706,8                | 1135,0 | 616,2   | 732,0   | 1111,8 | 1261,8 | 0,7              | -0,2           | -0,6           | -0,4           | -0,2           | -0,9           | -0,7           | 0,003      | 0,784          | 0,124          | 0,223          | 0,850          | 0,034          | 0,057          |  |  |
| Potri.014G036500 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At1g47670 | Transmembrane amino acid transporter family prote | 453,8                | 1105,5 | 330,0   | 536,3   | 1188,4 | 1125,6 | 1,2              | 0,0            | -0,9           | -1,0           | -0,6           | -1,5           | -1,6           | 0,000      | 0,983          | 0,071          | 0,000          | 0,169          | 0,002          | 0,000          |  |  |
| Potri.017G083700 | KOG1303 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At5g15240 | Transmembrane amino acid transporter family prote | 267,5                | 1935,0 | 337,6   | 172,2   | 1320,1 | 2714,1 | 2,6              | -0,8           | -3,5           | -2,6           | 0,7            | -2,5           | -1,6           | 0,000      | 0,348          | 0,000          | 0,000          | 0,328          | 0,000          | 0,001          |  |  |
| Potri.019G039600 | KOG1286 | Amino acid transporters                     | Amino acid transport and metabolism          | METABOLISM | At3g03720 | cationic amino acid transporter 4                 | 867,3                | 3767,5 | 834,4   | 819,7   | 3385,0 | 4487,4 | 2,1              | -0,4           | -2,2           | -1,8           | 0,0            | -2,2           | -1,8           | 0,000      | 0,758          | 0,000          | 0,000          | 0,980          | 0,000          | 0,000          |  |  |
| Potri.003G088800 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At1g32450 | nitrate transporter 1.5                           | 66,5                 | 318,2  | 31,0    | 96,2    | 350,9  | 314,9  | 1,8              | 0,1            | -1,1           | -1,4           | -1,0           | -2,3           | -2,9           | 0,001      | 0,980          | 0,218          | 0,004          | 0,148          | NA             | 0,000          |  |  |
| Potri.014G179400 | KOG1237 | H+/oligopeptide symporter                   | Amino acid transport and metabolism          | METABOLISM | At1g32450 | nitrate transporter 1.5                           | 406,7                | 2599,7 | 316,6   | 459,7   | 2332,6 | 3099,9 | 2,1              | -0,2           | -1,5           | -1,5           | -0,3           | -2,2           | -2,3           | 0,000      | 0,928          | 0,072          | 0,017          | 0,845          | NA             | 0,000          |  |  |
| Potri.006G015200 | KOG0569 | Permease of the major facilitator superfami | Carbohydrate transport and metabolism        | METABOLISM | At4g16480 | inositol transporter 4                            | 402,7                | 1750,0 | 404,2   | 363,6   | 1577,0 | 2080,1 | 2,1              | -0,4           | -2,3           | -1,9           | 0,1            | -2,1           | -1,7           | 0,000      | 0,378          | 0,000          | 0,000          | 0,871          | 0,000          | 0,000          |  |  |
| Potri.015G008100 | KOG4332 | Predicted sugar transporter                 | Carbohydrate transport and metabolism        | METABOLISM | At4g27720 | Major facilitator superfamily protein             | 726,7                | 1320,5 | 560,2   | 826,4   | 1401,2 | 1362,3 | 0,8              | 0,0            | -0,6           | -0,6           | -0,5           | -1,1           | -1,1           | 0,003      | 0,996          | 0,260          | 0,042          | 0,537          | 0,033          | 0,001          |  |  |
| Potri.005G075600 | KOG2234 | Predicted UDP-galactose transporter         | Carbohydrate transport and metabolism        | METABOLISM | At5g65000 | Nucleotide-sugar transporter family protein       | 491,3                | 969,8  | 424,2   | 512,8   | 991,2  | 1037,7 | 1,0              | -0,1           | -0,9           | -0,8           | -0,2           | -1,1           | -1,0           | 0,000      | 0,953          | 0,017          | 0,003          | 0,796          | 0,007          | 0,001          |  |  |
| Potri.010G180500 | KOG2234 | Predicted UDP-galactose transporter         | Carbohydrate transport and metabolism        | METABOLISM | At3g59360 | UDP-galactose transporter 6                       | 209,2                | 345,3  | 174,3   | 224,9   | 348,6  | 374,1  | 0,7              | -0,1           | -0,6           | -0,5           | -0,3           | -0,9           | -0,8           | 0,000      | 0,905          | 0,003          | 0,034          | 0,697          | 0,015          | 0,023          |  |  |
|                  |         |                                             |                                              |            |           |                                                   |                      |        |         |         |        |        |                  |                |                |                |                |                |                |            |                |                |                |                |                |                |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

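Messenger RNA of 27 libraries was analysed, 12 of poplar roots, 9 of sorghum roots and 6 of ERM, with 3 libraries for each condition. Reads of an AM root library that were counted on fungal genes were taken as the IRM of that host. The sample labels gave condition and replicate number, and the non-AM sorghum libraries are all low-P. By the paper's set-up, AM and non-AM plants also differed in the route of P, the container and the neighbour. The authors trimmed the reads and mapped them to the genes of *P. trichocarpa*, *S. bicolor* and *R. irregularis* with CLC Genomics Workbench. The deposited total gene reads and unique gene reads are the counts that the authors obtained from this mapping. The deposited RPKM values are the authors' counts divided by gene length and by mapped reads, and were not used here. The paper states that intact and broken pairs each counted as 1. All results rest on total gene reads, and unique gene reads served as an alternative. Another 39 columns with expression values equal to the total gene reads, and 13 columns with means of groups, were not used. The gene lengths in the tables are mostly multiples of 3 (94.3% for the fungus) and were read as coding lengths.

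Reads counted on genes per library, over all organisms in the library, had a median of 12323373. Depth was lowest for the fungal genes of low-P poplar roots, with 267586 to 628994 reads. The values of replicates differed by more than counting noise, with a chi-square per gene of at least 7.94. The share of unique reads was between 94.3% and 99.1%. The reference table that pairs locus tags with symbols matched 0 of the 41335 poplar identifiers and was not used, so that genes are named by Table S1 and Table S3. The fungal identifiers of Table S1 do not occur in the fungal table, and fungal transporters and lipid genes were not analysed here. Shoots, and genes of Table S1 without an identifier in the tables, were not analysed here either.

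Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. For each comparison, the libraries of its groups were filtered with filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard errors were derived from the log2 fold change and the F statistic of this test, and are approximate. A gene was called at an FDR of at most 0.05, a fold change of at least 2 and a difference between group means of at least 10 normalized reads. Host was a term of the fit for P in planta, and P level for comparisons over both P levels. The interaction of host and P was tested over the 12 IRM libraries. Fungal shares of the reads were compared by an exact permutation test of the difference in means, which cannot go below 0.1 with 3 libraries per group. Levels of named genes are CPM scaled by TMM over all libraries of the organism, and those of the genes with the largest changes are scaled within the comparison. A fold against a group without reads is a lower bound against 3 reads over the group. Where a group had 1 to 3 reads in all, the ratio of reads is given with its exact 95% counting interval. Groups were said not to overlap when every library of one lay above every library of the other.

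Genes were named by a fixed rule. It takes every gene that Table S1 or Table S3 pairs with an identifier present in the tables, where the values of Table S3 had been seen, and in each comparison the 2 called genes with the largest fold change in each direction whose groups do not overlap in CPM of total counts. Gene 1640538 lies outside this rule and was chosen after its values were seen. The lists of Table S1 and Table S3 were also adjusted over the list alone.

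The alternatives were DESeq2 with its size factors, edgeR scaled by total counts alone, no filter on low counts, calls by FDR only, one fit of all libraries of the organism, a replicate block, Baggerly's test, libraries thinned to one depth (fungal genes), unique gene reads, and each library left out in turn. Baggerly's test was written as a weighted comparison of proportions with beta-binomial variances, 20 iterations of the weights and a t distribution with unequal variances, with Benjamini-Hochberg adjustment. The CLC implementation of this test was not run. For other splits of the samples, all 10 splits of 3 against 3 libraries were fitted, and 100 drawn splits for larger comparisons.

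The tests were also tested on simulated data with the depth and spread of 9 of the comparisons, with 200 changed genes in each. At 4-fold changes, edgeR recovered 27 of 67 genes in the ERM, 51 in sorghum IRM, 44 in poplar IRM and 60 between hosts in low-P. It recovered 18 of 67 for the interaction. For plants it recovered 30 between P levels in non-AM poplar, 50 between AM and non-AM poplar, 40 between AM and non-AM sorghum and 52 between P levels in AM sorghum. DESeq2 recovered 47 of 67 in the ERM and 53 in non-AM poplar, and called 9 unchanged genes higher and 17 lower in the ERM and 30 and 32 in non-AM poplar. Baggerly's test recovered 0 of the 200 changed genes in the ERM, in the IRM of each host, between hosts in low-P and in both sorghum comparisons, 1 in non-AM poplar and 4 between AM and non-AM poplar. When the most abundant gene alone of simulated poplar IRM was raised in low-P, edgeR called 3 unchanged genes higher and 5 lower in high-P with TMM. With total counts alone it called 156 higher and 2 lower. In the real low-P libraries the top gene held 6.23% to 14.3% of the fungal reads and the top 100 held 39.6% to 49.3%. A rise spread over many genes was not simulated.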

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

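The tests of depth on the interaction of host and P, and of a constant share of poplar reads on gene 1640538, were chosen only after the result was seen.

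By edgeR's interaction test, the P response of fungal genes differed between the hosts, which singles this result out. The interaction of host and P called 942 genes, 380 with a change from low-P to high-P that was more positive in sorghum IRM and 562 with one more positive in poplar IRM. Lower fungal depth in low-P poplar IRM is excluded as the whole cause, since with all 12 libraries thinned to one depth 478 genes were called. No single library makes the interaction, since 316 genes were called without sorghum AM high-P replicate 3, the lowest number of the 12. The other totals that fell by more than 1.5 times were 368 without sorghum AM low-P replicate 4, 527 without poplar AM high-P replicate 4, 531 without poplar AM low-P replicate 4 or sorghum AM low-P replicate 5, 550 without sorghum AM low-P replicate 3, 568 without sorghum AM high-P replicate 6 and 569 without poplar AM low-P replicate 1. Without poplar AM high-P replicate 3 the calls more positive in sorghum IRM fell to 234. Of 100 splits of the samples, 2 gave as many calls, the real one included, and the other one called 1051 genes. Splits that part the poplar libraries of one P level remove the P effect in poplar, and the other splits of poplar IRM called 0 genes for P. The split with more calls keeps the poplar libraries as they are and exchanges 1 library each way between the P levels of sorghum. On the splits alone, the interaction cannot be told apart from chance, because most of them remove the P effect that it compares. With total counts alone the interaction called 211 and 1624 genes, and with a replicate block 208 and 180. Spearman's rho between gene length and the change to high-P was 0.203 in poplar IRM and -0.135 in sorghum IRM. Genes called higher in high-P in poplar IRM had a median length of 1254 bases, and those called lower 705 bases. Loss of long transcripts in the low-P AM poplar libraries was not tested as a cause of the interaction and stays open. A different biological response of the fungus in the hosts stays open too and was not tested.

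A gene whose identifier does not occur in the paper's text or in the supplementary tables used here took a large share of the fungal reads in low-P poplar IRM, which singles this result out. Whether the paper refers to it by a function was not checked. Gene 1640538, with a coding length of 270 bases, held 9.29 ± 4.34% of the fungal reads there (SD, n = 3) and 0.460 ± 0.390% in high-P poplar IRM (SD, n = 3). The low-P libraries had 7.37% (replicate 1), 6.23% (replicate 3) and 14.3% (replicate 4), and the high-P libraries 0.0668% (replicate 2), 0.847% (replicate 3) and 0.467% (replicate 4). In the other conditions the mean was 0.0665% in high-P and 0.168% in low-P sorghum IRM, and 0.175% in high-P and 0.187% in low-P ERM. Reads shared with similar genes are excluded, since 100% of its reads were unique in each low-P poplar library. Poplar reads counted on this gene at a constant share of all poplar reads are excluded too, since its reads relative to all poplar reads were 3.33% as many in high-P as in low-P roots. Reads of a plant transcript that itself changes with P, and a fungal response to low-P in poplar, were not tested and stay open. Its log2 fold change from low-P to high-P was -5.19 (standard error 1.19, adjusted p = 0.0217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out it lay between -5.95 and -4.64. The call was lost by Baggerly's test and without poplar AM high-P replicate 3 or 4 or low-P replicate 4.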

How the results depend on the processing

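The alternatives were set before the data were examined, and no alternative was chosen only after the result was seen. Counts are given as genes higher and lower in the first group named, over 17 comparisons with 34 counts. The cause of a changed count was not tested unless named.

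With unique gene reads, all 34 counts stayed within 1.5 times the value with total gene reads. So did 30 counts by FDR only, 27 in one fit of all libraries, 23 without a filter on low counts, 21 by DESeq2 and 15 with total counts alone. Of 32 counts, 14 did by Baggerly's test, and of 20, 10 did at one depth. With 1 library left out, 214 of 276 counts did. For the 143 values of named genes, none reversed. Calls were lost for 59 values by Baggerly's test, 7 with total counts alone, 3 in one fit, 2 by DESeq2 and 1 without a filter, and gained for 3, 7, 4, 11 and 2 values. FDR only added 6 calls. With 1 library left out, 94 of 1163 values lost a call and 12 gained one. Unique gene reads changed no call among the 143 values.

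DESeq2 called 22 and 73 genes between high-P and low-P in ERM, 19 and 19 in sorghum IRM and 60 and 211 in planta, against 0 and 0, 0 and 0, and 3 and 13. It called 736 genes with an interaction more positive in sorghum, against 380. It called 1917 and 1950 genes between AM and non-AM poplar in high-P, against 1201 and 895. Between high-P and low-P it called 46 and 116 genes in non-AM poplar and 30 and 111 in AM sorghum, against 0 by edgeR. It called 4 genes higher in high-P in both hosts. DESeq2 also called unchanged genes on simulated data.

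Without a filter on low counts, edgeR called 7 genes lower in the ERM, 37 and 25 in sorghum IRM, 868 higher in poplar IRM and 88 and 170 in planta. It called 1422 genes lower in poplar IRM than in ERM, against 896. Between P levels it called 1 and 7 genes in non-AM poplar and 6 and 33 in AM sorghum. Genes higher in high-P in at least one host were 892, and in both hosts 13. More genes were tested under this alternative. In one fit of all libraries of the organism, 2 genes were lower in the ERM, 930 higher in poplar IRM and in at least one host, and 236 and 160 called in planta. Lower calls were 1376 for poplar IRM against ERM, 1778 for AM against non-AM poplar in high-P and 38 for P in non-AM poplar.

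Total counts alone gave 2222 and 240 genes in poplar IRM (90.3% higher, against 43.7% with TMM), which were also the numbers for at least one host, and 6 and 5 in planta (54.5% higher). Between sorghum and poplar IRM it gave 1549 and 555 genes in high-P (73.6% higher), 3363 and 851 in low-P (79.8%) and 3093 and 873 over both (78.0%), where TMM gave 50.5% to 51.0% higher. The interaction had 211 and 1624 genes (11.5% more positive in sorghum, against 40.3%). Poplar IRM against ERM had 738 and 1108 (40.0%, against 53.2%), and sorghum IRM against ERM 2366 and 840 (73.8%, against 53.1%). AM against non-AM poplar had 1686 and 2308 genes (42.2%, against 53.2%), in low-P 2468 and 7961 (23.7%, against 50.9%). High-P against low-P had 1 and 12 genes in non-AM poplar and 6178 and 1472 in AM poplar (80.8%, against 37.8%). AM against non-AM sorghum had 2967 and 6215 genes (32.3%, against 43.9%). The median log2 change of all genes under this scaling was 0.92 in poplar IRM and 1.28 between hosts in low-P, against 0.09 and 0.22 with TMM.

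Baggerly's test gave 456 and 11 genes in poplar IRM and in at least one host, 0 and 0 in planta (792 at an unadjusted p under 0.05), and 0 and 0 between hosts in high-P (2503 at that p). In these, edgeR gave 557 and 719, 3 and 13, and 954 and 922. It called 156 genes lower in sorghum than in poplar IRM in low-P and 516 over both P levels. It gave 34 and 129 genes for poplar IRM against ERM, and 384 lower for sorghum IRM against ERM. It gave 241 and 709 for AM against non-AM poplar, 112 higher in low-P, and 0 and 0 in high-P (3292 at an unadjusted p under 0.05). In AM poplar it called 23 lower in high-P, and between AM and non-AM sorghum 775 and 424. On simulated data it recovered at most 4 of 200 changed genes, so that its low counts say little on how many genes changed.

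At one depth, edgeR called 6 and 28 genes in planta, 1058 higher in sorghum IRM in low-P and 850 over both P levels, 246 and 232 for the interaction, 489 and 403 for poplar IRM against ERM and 898 and 856 for sorghum IRM against ERM. In these comparisons, fewer reads were left in the deeper libraries. By FDR only, calls were 2375 and 2277 for sorghum IRM against ERM, 2918 lower for AM against non-AM poplar and 3005 higher in high-P in AM poplar.

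Replicate numbers are shared between groups, and they were not taken to pair the libraries, since not every pair with the same number deviated together. Libraries with the same number and P level deviated together with a correlation over 0.1 in 3 of 4 pairs for poplar genes and 1 of 11 for fungal genes, and the single sorghum pair had -0.107. For poplar genes the median was 0.228, against -0.0999 for different numbers, so that some shared deviation is not excluded there. With a replicate block, 8 genes were lower in planta, 208 and 180 were called for the interaction, 390 and 212 for poplar IRM against ERM and 551 lower for AM against non-AM poplar in high-P, and 26 of 32 counts stayed within 1.5 times. Calls of named genes were lost for 6 of 136 values and gained for 3. Those gained were *PtPT1.2* and *PtPT1.11*, lower in high-P than in low-P AM roots, and Potri.014G036500, lower in AM than in non-AM roots. Those lost were *PtPT1.4* and *PtPT1.9* between AM and non-AM roots in high-P, and *PtPT1.5*, *SUT3*, Potri.010G221900 and Potri.008G017100 between AM and non-AM roots over both P levels. For 2 results alone there is no such fit. It was not run for AM against non-AM sorghum, which share a single number, or for the fungal share, which is compared without a model. The interaction was not run by Baggerly's test, which compares 2 groups. The alternative for RPKM alone was not run because counts are given, and sets of transport and lipid genes and the fungal transporters were not run because the tables give no functions or matching identifiers.

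With 1 library left out, the counts ranged from 0 to 1 higher in the ERM (1 without ERM low-P replicate 4) and from 51 to 459 and 184 to 759 in poplar IRM, with the lowest without poplar AM high-P replicate 4. In at least one host they ranged from 51 to 557 and 184 to 759. Poplar IRM also had 138 and 231 without high-P replicate 3, 113 and 321 without low-P replicate 4, 235 higher without low-P replicate 1 and 369 without low-P replicate 3. In planta the range was 0 to 7 and 0 to 41. There, 0 and 0 were called without poplar AM high-P replicate 3, 4 lower without high-P replicate 4 and 7 lower without replicate 2. Without poplar AM low-P replicates 1, 3 and 4, 1 and 3, 0 and 2, and 0 and 3 genes were called in planta. Without sorghum AM high-P replicate 6 they were 7 and 41, and without low-P replicates 3 and 5, 1 and 7, and 1 and 3, with 21 lower without low-P replicate 4. Between hosts in high-P the range was 369 to 898 and 490 to 953, with 369 and 490 without poplar AM high-P replicate 4, 405 and 544 without sorghum AM high-P replicate 6, 466 and 609 without sorghum AM high-P replicate 3, and 524 higher without poplar AM high-P replicate 3.

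For the interaction, the range with 1 library left out was 127 to 448 and 160 to 519, and the libraries behind it are named with that result above. For AM against non-AM poplar in high-P it was 445 to 1707 and 207 to 1758. There, 523 and 217 genes were called without AM high-P replicate 2, 569 and 316 without replicate 3, 445 and 207 without replicate 4, and 1758 lower without non-AM high-P replicate 4. For P in non-AM poplar it was 0 to 2 lower (2 without non-AM high-P replicate 1). In AM poplar it was 821 to 2019 and 1699 to 3121, with 821 and 1699 without AM high-P replicate 4, 1159 and 1958 without replicate 2, and 1137 higher without replicate 3. The counts of the other comparisons stayed within 1.5 times when 1 library was left out, in low-P between hosts 1265 to 1646 and 1520 to 1736, and over both P levels 1441 to 1767 and 1455 to 1704. They ranged from 876 to 1225 and 672 to 1144 for poplar IRM against ERM and 1487 to 1738 and 1334 to 1516 for sorghum IRM against ERM. For AM against non-AM they ranged from 1649 to 2692 and 1527 to 2529 in poplar, 3329 to 4571 and 3046 to 4203 in low-P poplar, and 3828 to 4704 and 4765 to 5708 in sorghum. P in sorghum IRM and in AM sorghum stayed at 0 calls by edgeR, where 1016 and 1232 genes had an unadjusted p under 0.05 and DESeq2 made the calls given above.

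The difference of the fungal share between sorghum and poplar in low-P, 0.833 percentage points, reversed to -0.210 without sorghum AM low-P replicate 3 and to -1.66 without poplar AM low-P replicate 1, within a range of -1.66 to 2.95 over the 6 libraries. On simulated data, edgeR recovered 0 of 67 genes changed 2-fold in the ERM, 1 in sorghum IRM and 6 in poplar IRM, and 49, 58 and 59 of 66 changed 8-fold. Recovery did not follow depth between these sets, since the ERM libraries had the highest medians. When each set was thinned to one depth, genes changed 4-fold were recovered in 21 instead of 27 of 67 in the ERM, 47 instead of 51 in sorghum IRM and 35 instead of 44 in poplar IRM.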

Differences from the paper's values

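The values below compare the counts and fold changes of the paper with those obtained here, and none of the tests was chosen only after the result was seen. For counts and ratios, a difference given as absent means values within a fixed factor of each other, not equal values. A difference given as present can still have the direction of the paper.

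Among the alternatives set before the data were examined, none brings the number of fungal genes that differ between P levels in sorghum IRM near the paper's 298, where 0 were called here by edgeR (1016 at an unadjusted p under 0.05, DESeq2 19 and 19, no filter on low counts 37 and 25, Baggerly's test 0). In poplar IRM, the paper gives 3162 genes and 1276 were called here. With total counts alone this difference is absent, and under the other alternatives it remains. For the ERM, the paper gives 73 genes higher in high-P and 209 higher in low-P. Here 0 and 0 were called by edgeR, with 350 and 558 at an unadjusted p under 0.05, 22 and 73 by DESeq2, 0 and 7 without a filter on low counts and 0 by Baggerly's test, and no alternative is without the difference.

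For genes higher in high-P in the IRM of at least one host, the paper gives 3408 and the value here is 557, a difference under every alternative. For genes higher in low-P the paper gives 294 and the value here is 719. This difference is absent with total counts alone, without poplar AM high-P replicate 3 and without poplar AM low-P replicate 4, and present under the others. The paper's ratio of genes higher in high-P to genes higher in low-P is 10, and in poplar IRM it is 0.775 here. It is without a difference with total counts alone. The paper gives 2 genes higher in high-P in both hosts and 1 also in the ERM. Here both numbers are 0 by edgeR and by Baggerly's test, and they differ under every alternative, including DESeq2 with 4 and no filter on low counts with 13 in both hosts.

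For the hosts over both P levels, the paper gives 389 genes higher in poplar IRM and 1559 were called here. This difference is absent by Baggerly's test alone, which called 516. In low-P, the paper gives 3190 genes higher in sorghum IRM and 484 higher in poplar IRM, and the values here are 1668 and 1633. The first is without a difference with total counts alone and without a filter on low counts, and the second differs under every alternative. The paper's ratio in low-P is 6.5 and the ratio here 1.02, and the size differs under every alternative. The direction of the paper, with far more genes higher in sorghum IRM, was found with total counts alone (3363 and 851). It was also found by Baggerly's test (1623 and 156). TMM centres the changes of all genes (median log2 change 0.22 in low-P), so that the ratio of 1.02 cannot decide on a skew of most genes. In high-P, the paper gives 600 and 353, and the values here are 954 and 922. The first has no difference at one depth and without poplar AM high-P replicate 2, poplar AM high-P replicate 3 or sorghum AM high-P replicate 3, 4 or 6, and the second none without poplar AM high-P replicate 4. The paper's ratio in high-P is 2 and the ratio here 1.03, with no difference with total counts alone. The other alternatives keep these differences.

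The paper gives 80 M reads per library. The median here is 12.3 M, a gap that no alternative changes, and the measures differ, since the paper counts sequenced read pairs and the value here reads counted on genes.

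Table S3 gives log2 fold changes of AM against non-AM poplar roots whose sign follows non-AM minus AM, as the mean reads in the same table show for all 33 genes. On that scale all 33 had the sign obtained here, and 22 lay within the standard error here, which is derived from the F statistic and approximate. Those that differ are given as the paper's value and the value here. They are Potri.002G258900 (-4.3 and -6.69), Potri.005G233500 (-5.1 and -6.44), Potri.001G286600 (-1 and -0.57) and Potri.010G180500 (0.7 and 1.17), which differ under every alternative. Potri.001G335200 (-2.6 and -3.23) has no difference with a replicate block and without AM high-P replicate 3 or AM low-P replicate 4. Potri.002G079500 (-2.5 and -3.42) has none with total counts alone, with a replicate block, by Baggerly's test and without AM high-P replicate 3 or AM low-P replicate 1. Potri.013G030900 (-2 and -2.54) has none with a replicate block and without AM low-P replicate 4. Potri.017G083700 (2.6 and 3.37) has none without non-AM high-P replicate 4. Potri.003G088800 (1.8 and 2.54) has none with a replicate block and without non-AM high-P replicate 3, non-AM low-P replicate 1, AM high-P replicate 4 or AM low-P replicate 1 or 4. Potri.015G008100 (0.8 and 1.24) has none by Baggerly's test and without non-AM low-P replicate 2 or AM low-P replicate 1 or 4. Potri.005G075600 (1 and 1.32) has none by DESeq2, by Baggerly's test and without non-AM low-P replicate 1, 2 or 4 or AM low-P replicate 1, 3 or 4. The alternatives not named keep the difference.

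The paper describes the predominance of genes higher in high-P for the IRM of both plants, and the direction here depends on the setting. In poplar IRM, edgeR called 557 genes higher and 719 lower. More were higher, as in the paper, with total counts alone (2222 and 240) and in one fit of all fungal libraries (930 and 792). So they were by Baggerly's test (456 and 11), the paper's test as rewritten here. More were lower under the other alternatives. In sorghum IRM edgeR called 0 genes, with 594 higher and 422 lower at an unadjusted p under 0.05, 37 and 25 without a filter on low counts, and 19 and 19 by DESeq2. For Pht1 and AMT genes the paper used qRT-PCR relative to ubiquitin, and the values here are mRNA-Seq levels scaled by TMM, so that the measures differ. For poplar roots the paper reports the same from mRNA-Seq. The paper describes induction of *SbPT1.1*, *SbPT1.2*, *SbPT1.4*, *SbPT1.6* and *SbPT1.7* in non-AM low-P roots. The non-AM sorghum libraries are all low-P, so that these roots could be set only against AM roots and not against non-AM high-P roots. Here *SbPT1.1*, *SbPT1.4*, *SbPT1.6* and *SbPT1.7* were called lower in non-AM than in AM low-P roots, by log2 fold changes of 3.32, 4.05, 2.43 and 2.95 in favour of AM, and *SbPT1.2* had 21 reads in all. It describes *PtPT1.1*, *PtPT1.2*, *PtPT1.4*, *PtPT1.7* and *PtPT1.11* as induced by low-P, and here edgeR called none of them between P levels in non-AM roots, where 6 of the 8 Pht1 genes tested passed when adjusted over the list alone. DESeq2 called *PtPT1.1*, *PtPT1.2*, *PtPT1.7* and *PtPT1.11*, one fit of all libraries *PtPT1.1*, *PtPT1.2* and *PtPT1.11*, and total counts alone and no filter on low counts *PtPT1.1*. In AM roots edgeR called *PtPT1.7* higher in low-P, and all 5 had higher means in low-P in both kinds of root.

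From qRT-PCR, the paper describes *PtPT1.3* as not expressed in roots, and here it had means of 0.844 to 2.07 CPM and 368 reads in all. It describes *PtAMT1.1* as induced in AM roots, and here it changed by 0.71 in low-P (adjusted p = 0.0695 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which no alternative called. It passed when adjusted over the list alone, as all 3 genes did, and FDR only called it over both P levels. It describes *PtAMT1.2* as higher in high-P AM roots, and here that change was 0.52 and called by no alternative. *PtAMT3.1*, with 1.902, was called higher in high-P as in the paper. It describes 3 carbohydrate transporters as induced, of which 1 was called here. FDR only called Potri.001G286600, and no alternative called Potri.010G194100. The 4 described as repressed were all called lower.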

Other observations

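The test of a property of the low-P AM poplar libraries as a whole, and the comparison of the share at one depth between hosts with the share before thinning, were chosen only after the result was seen.

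When libraries are scaled by total counts alone, far more fungal genes were higher than lower in high-P in poplar IRM, 90.3% of the calls, and TMM gave 43.7%. Lower fungal depth in low-P poplar IRM is excluded as the cause, since with all libraries thinned to one depth the share under total counts was 90.3%. A few abundant genes in low-P poplar IRM took part of the shift. With the 10 most abundant genes out of the totals the share was 80.5%, and with the 100 most abundant 68.4%. Whether they account for the whole shift cannot be told apart here from a wider change, because the share stays between the value with TMM and that with total counts. Loss of long transcripts in the low-P AM poplar libraries is consistent with Spearman's rho between length and the change to high-P of 0.203 for fungal and 0.281 for poplar genes of the same libraries. In libraries without AM poplar roots in low-P, rho was -0.300 (non-AM poplar), -0.135 (sorghum IRM), -0.0528 (ERM) and 0.0826 (AM sorghum). As the whole cause it cannot be told apart from other causes, because in the shortest of 4 equal groups of the fungal genes (154 to 744 bases) 67.6% of the calls under total counts were still higher, against 95.5%, 96.6% and 98.0% in the 3 longer groups. A change of the fungus with P in poplar stays open and was not tested.

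With total counts alone, 79.8% of the calls between hosts in low-P were higher in sorghum IRM. At one depth the share was 79.3%, which excludes lower depth in low-P poplar IRM. The bound set for this test, 80%, lay above the share before thinning, so that it was compared with that share instead. With the 10 most abundant genes out of the totals the share was 74.0%, and with 100 out 67.5%, so that abundant genes as the whole cause cannot be told apart from a wider change, because the share lies between those with TMM and total counts. In high-P the share with 100 genes out was 65.1%, and over both P levels 66.8%. A biological difference between the hosts stays open.

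The 100 most abundant poplar genes took 16.4% to 28.4% of the poplar reads in low-P AM roots. Non-AM high-P replicate 1 had 24.3%, and the other 8 poplar libraries had 10.5% to 13.7%. A property of the 3 low-P AM libraries as a whole, with 16.4% as their lowest value, cannot be told apart from other causes, because 1 library outside the group lies above that value and 8 lie below it. For fungal genes, the share in all conditions other than low-P poplar IRM was at most 26.9%. No biological explanation was tested for the poplar genes.

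Other splits of the samples show where chance can be excluded. With 3 libraries against 3, the share of splits cannot go under 0.1, so that the splits cannot decide on chance there. Of the comparisons with 3 libraries against 3, those with calls had 32.6% to 67.7% of genes not overlapping on the TMM scale. Chance gives 10%. In each of the following, 1 of 10 splits, the real one, gave as many calls, and the other splits called 0. They are P in poplar IRM (1276), hosts in high-P (1876) and low-P (3301), AM against non-AM poplar in low-P (8291) and high-P (2096), P in AM poplar (4807) and AM against non-AM sorghum (9332). For P in the ERM, in sorghum IRM, in non-AM poplar and in AM sorghum, all 10 splits gave at least the 0 calls of the real one by edgeR, with at most 2 in another split of AM sorghum and 0 in the others. These comparisons had 908, 1016, 1905 and 1232 genes at an unadjusted p under 0.05, and DESeq2 called 22 and 73, 19 and 19, 46 and 116, and 30 and 111. Among 100 splits, the real one alone gave as many calls for hosts over both P levels (3181, highest other 19), poplar IRM against ERM (1913, highest other 0), sorghum IRM against ERM (2982, highest other 0) and AM against non-AM poplar (4095, highest other 1091), and chance can be excluded. For P in planta, 5 of 100 splits gave as many calls as the 16 of the real one, with 55 in the highest other, and chance is not excluded.

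Between P levels in planta, with host as a term, edgeR called 3 fungal genes higher and 13 lower in high-P. Between poplar IRM and ERM it called 1017 genes higher and 896 lower, and between sorghum IRM and ERM 1583 and 1399. The groups did not overlap for 10.7% and 23.4% of the genes on the TMM scale, where chance gives 0.216%. Between AM and non-AM poplar roots it called 2178 and 1917 genes over both P levels, 4216 and 4075 in low-P and 1201 and 895 in high-P. Between high-P and low-P AM poplar it called 1819 and 2988, and between AM and non-AM sorghum in low-P 4097 and 5235. In AM poplar, genes called higher in high-P had a median length of 1428 bases and those called lower 648.

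The fungal share of the reads on genes was 6.30 ± 4.00% in high-P and 10.4 ± 4.66% in low-P poplar roots (SD, n = 3 each; exact permutation p = 0.2), and 22.3 ± 7.45% in high-P and 11.3 ± 2.56% in low-P sorghum roots (SD, n = 3 each; exact permutation p = 0.1, the lowest that 3 against 3 libraries allow). Between hosts the exact permutation p was 0.1 in high-P and 0.8 in low-P. With the 10 most abundant genes left out, the differences were -2.66 points between P levels in poplar, 10.97 in sorghum, 15.9 between hosts in high-P and 2.23 in low-P. *UBI* (Potri.015G013600), which Table S1 lists as a reference gene, had a log2 fold change of -1.05 between AM and non-AM poplar roots in low-P (standard error 0.27, adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 36.9 ± 5.63 CPM in non-AM and 17.1 ± 6.20 in AM roots (SD, n = 3 each). The call was lost by DESeq2 and without non-AM low-P replicate 1 or 2 or AM low-P replicate 1 or 4. *PtPT1.5* (Potri.002G038900) was called lower in AM roots over both P levels, with a log2 fold change of -2.25 (standard error 0.75, adjusted p = 0.0492 from the same edgeR test), and lost the call in 10 of the 12 fits without 1 library.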
